# Alzheimer’s disease-related dysregulation of mRNA translation causes key pathological features with ageing

**DOI:** 10.1038/s41398-020-00882-7

**Published:** 2020-06-16

**Authors:** Anshua Ghosh, Keiko Mizuno, Sachin S. Tiwari, Petroula Proitsi, Beatriz Gomez Perez-Nievas, Elizabeth Glennon, Rocio T. Martinez-Nunez, K. Peter Giese

**Keywords:** Molecular neuroscience, Hippocampus

## Abstract

Alzheimer’s disease (AD) is characterised by Aβ and tau pathology as well as synaptic degeneration, which correlates best with cognitive impairment. Previous work suggested that this pathological complexity may result from changes in mRNA translation. Here, we studied whether mRNA translation and its underlying signalling are altered in an early model of AD, and whether modelling this deficiency in mice causes pathological features with ageing. Using an unbiased screen, we show that exposure of primary neurons to nanomolar amounts of Aβ increases FMRP-regulated protein synthesis. This selective regulation of mRNA translation is dependent on a signalling cascade involving MAPK-interacting kinase 1 (Mnk1) and the eukaryotic initiation factor 4E (eIF4E), and ultimately results in reduction of CYFIP2, an FMRP-binding protein. Modelling this CYFIP2 reduction in mice, we find age-dependent Aβ accumulation in the thalamus, development of tau pathology in entorhinal cortex and hippocampus, as well as gliosis and synapse loss in the hippocampus, together with deficits in memory formation. Therefore, we conclude that early stages of AD involve increased translation of specific CYFIP2/FMRP-regulated transcripts. Since reducing endogenous CYFIP2 expression is sufficient to cause key features of AD with ageing in mice, we suggest that prolonged activation of this pathway is a primary step toward AD pathology, highlighting a novel direction for therapeutic targeting.

## Introduction

Amyloid-β (Aβ) plaques^1^ and phosphorylated tau tangles^2^ are classical histological features found in brains of patients suffering from Alzheimer’s disease (AD), a neurodegenerative condition that causes loss of memory and other cognitive impairments in older age^3,4^. The best correlate of memory loss is the progressive degeneration of synapses, which occurs prior to neuronal death^5^. Early changes in Aβ metabolism may result in synaptic degeneration via the production of soluble Aβ_1-42_ oligomers^6,7^, a consequence of excessive amyloidogenic processing of the amyloid precursor protein (APP)^8^. In cultured neurons, Aβ_1-42_ oligomers have been suggested to locally stimulate the synthesis of APP at synapses, via an mRNA translation-dependent mechanism that involves the RNA-binding protein fragile X mental retardation protein (FMRP)^9,10^. In this manner, Aβ_1-42_ may drive its own production, resulting in a feed-forward loop of toxicity at a particularly vulnerable location. FMRP binds to hundreds of mRNAs in the brain, including *App* mRNA^11–13^. Its primary cellular function is thought to be the inhibition of mRNA translation, which requires FMRP-mRNA interaction^11,14,15^, although in some instances FMRP may be involved in both nucleo-cytoplasmic and dendritic mRNA transport^16,17^.

FMRP binds to the highly conserved cytoplasmic FMRP-interacting proteins 1 and 2 (CYFIP1 and 2, also known as Sra-1 and Pir121, respectively)^18^. Both proteins are expressed in various tissues including the brain^19^, where they localise to both excitatory^20^ and inhibitory^21^ synapses of hippocampal neurons. Although little is known about their precise function due to their relatively recent discovery, they have both overlapping and unique functions^22,23^. CYFIP1 is thought to repress cap-dependent translation of specific mRNAs by interacting with the eukaryotic initiation factor 4E (eIF4E), and CYFIP2 has an identical eIF4E-binding motif to CYFIP1^22,24^. In addition to regulating translation of mRNA, CYFIP1 and CYFIP2 are part of the Wiskott–Aldrich syndrome protein-family verprolin-homologous protein (WAVE) complex that regulates actin polymerisation at synapses^25–28^. CYFIP2 protein expression is reduced in post-mortem AD brain and in an AD mouse model^23^. Modelling the AD-related reduced CYFIP2 expression in heterozygous *Cyfip2* null mutant mice (*Cyfip2*^+/−^), which have no overt phenotypes^19^, led to increased APP protein expression, enhanced tau phosphorylation at CaMKII phospho-sites in synapses, elevated soluble Aβ_1-42_ levels, and changes in synapse morphology in the young adult hippocampus^23^.

Taken together, these findings suggested that amyloid accumulation, tau pathology, and synaptic degeneration are due to, at least in part, an Aβ-induced elevation of protein synthesis that involves CYFIP2. Here, we tested this hypothesis in primary neuronal cultures and found that nanomolar amounts of Aβ_1-42_ preparations increase net protein synthesis and modulate the association of specific putative FMRP targets with ribosomes. Mechanistically, Aβ_1-42_ causes MAPK-interacting kinase (Mnk1)-dependent phosphorylation of eIF4E and dissociation between eIF4E and CYFIP2, ultimately resulting in ubiquitination and reduction of CYFIP2 levels. Since early changes in Aβ metabolism reduce CYFIP2 expression, we studied the phenotype of heterozygous *Cyfip2* null mutants in older age, as ageing is the biggest risk factor for AD, and homozygous knockouts are not viable^19^. We establish that aged *Cyfip2* heterozygotes develop amyloid and tau pathology, gliosis, spine loss and more severe memory impairment than in young age, indicating that reduction of a single endogenous mouse gene can cause key aspects of AD-type pathology in the mouse brain. Therefore, our work proposes a central role for CYFIP2 in AD pathogenesis, as a potential modulator of Aβ-dependent mRNA translation.

## Materials and methods

### *Cyfip2*^+/−^ mice

As detailed previously^23^, *Cyfip2* heterozygous null mutant mice on the C57BL/6N genetic background were obtained from the Wellcome Trust Sanger Institute (Wellcome Trust Genome Campus, Cambridge, UK). Mice designated *Cyfip2*^+/−^ have a *Cyfip2*^tm1a(EUCOMM)Wtsi^ (ID:33461) allele generated by the European Conditional Mouse Mutagenesis Program which uses a ‘knockout-first’ design^19,29^. Mice were maintained on the C57BL/6N genetic background. Animals were housed on a 12-h light/dark cycle with food and water available ad libitum and genotyped by PCR as described previously^23^. All procedures were undertaken in accordance with the UK Animals (Scientific Procedures) Act 1986. For biochemical studies on younger animals, both male and female mice were used. For behavioural and histological analyses on aged animals, only females were used, including a female-only 3-month-old control group.

### Fear-conditioning memory

All animals used for experiments were handled 2 min per day either for 3 days (3–4-month old) or 5 days (12-month old) before conditioning. All experiments were performed during the light cycle. During training, each mouse was placed into the chamber (Med Associates Inc., St. Albans, VT, USA) in a soundproof box. After a 120-s introductory period, a tone (75 dB, 10 kHz) was presented for 30 s, and the mouse received a 2-s foot shock (0.7 mA) which co-terminated with the tone. After an additional 30 s, the mouse was returned to the home cage. Twenty-four hours after training, the mice were brought back to the conditioning chamber for 5 min to test for contextual fear memory. Freezing behaviour during each 2-s shock was scored every 5 s, blind to genotype.

### Immunohistochemistry/immunofluorescence (IHC/IF)

For histological analyses of aged mice, 12-month-old female *Cyfip2*^+/−^ mutants and wild-type littermates were used. To control for the effects of normal ageing, a group of 3-month-old female wild-type mice also on the C57BL/6N background were added to the analysis. Mice were anaesthetised with an intraperitoneal injection of Euthatal^®^ (Merial, Toulouse, France), and intra-cardially perfused with a 4% paraformaldehyde solution after an initial PBS wash. Whole brains were removed and stored overnight in 30% sucrose in PBS, then cut sagittally to separate left and right hemispheres, snap frozen in isopentane, and stored at −80 °C until ready for cutting and processing. Brains were mounted onto stages using cryo-embedding compound and coronally cut into 40 µm thick sections. For every animal (biological replicate), two sections from the same brain region (technical replicate) were stained per target. Prior to processing, floating sections were washed in TBS, then blocked in 2% normal goat serum in TBS with 0.1% Triton X-100 and incubated overnight with primary antibodies diluted in blocking solution. Antibodies used were AT-8 (Thermo Fisher MN1020, 1:100), PHF-1 (Peter Davies, 1:100), tau (Dako A0024, 1:1000), ionised calcium-binding adaptor molecule 1 (Iba1) (Wako Chemicals 019-19741, 1:200), GFAP (Dako Z0334, 1:1000), pGSK3β (Tyr216) (Abcam ab75745, 1:300), 4G8 (Calbiochem NE1002, 1:100). Sections were washed in TBS before incubating in a species-appropriate horseradish peroxidase (HRP)-tagged (IHC) or fluorophore conjugated (IF) secondary antibody, diluted directly in blocking solution.

For IHC, sections were incubated in 2.5% v/v H_2_O_2_ in methanol for 30 min. After secondary antibody incubation sections were washed in TBS and incubated in 3,3′-Diaminobenzidine (DAB) (Sigma) for 2–10 min depending on the antibody used, until the tissue appeared visibly brown, in small batches and blind to group and genotype. Sections were then washed twice in TBS for 10 min, mounted onto glass slides and allowed to dry. Slides were processed for counterstaining of nuclei using haematoxylin. Briefly, mounted sections were gently rinsed with water and then placed in Gill’s haematoxylin stain (Vector Laboratories) before being differentiated in 0.5% acid alcohol, washed, and dehydrated through a series of ethanol solutions (70%, 95%, 95%, 100%, 100%). Finally, sections were cleared in two changes of xylene before being coverslipped with xylene-based mounting media (Thermo Scientific) using an automated coverslipping system (Thermo Scientific). For IF, slides were coverslipped manually using a fluorescence-compatible mounting medium (Invitrogen ProLong™ Diamond Antifade mountant with DAPI).

Slides were imaged using the Olympus Slidescanner VS120 with Brightfield or Fluorescence mode. Images were taken with the 40× objective (NA 0.95, 0.17 μm/pixel), as automated maximal projections of z-stacks using the maximal density of focal points. Exposure times for fluorescent images were optimised manually prior to the scan, and automatically maintained across sections for the same experiment.

### Amytracker™ staining

Manufacturer’s instructions were used to visualise protein aggregates in mouse brain sections with Amytracker™680 (Ebba Biotech). Briefly, sections were rinsed in PBS and fixed in ice-cold (−20 °C) ethanol at RT for 10 min. Tissue sections were rehydrated in a 1:1 mixture of ethanol and water for 5 min and in PBS for 5 min. Sections were incubated with Amytracker™680 dye, diluted 1:1000 in PBS, for 30 min room temperature. Sections were washed in PBS, mounted onto glass slides with ProLong™ Diamond (Invitrogen), and coverslipped. Once dry, fluorescence was visualised using the Cy5 filter set of the Olympus Slidescanner.

### Dendritic spine analysis

Brains from 12-month-old female *Cyfip2*^+/−^ mutants and wild-type littermates were used to analyse spine density and morphology and processed for modified Golgi–Cox impregnation according to manufacturer’s instructions (FD Rapid GolgiStain™ kit, FD NeuroTechnologies, USA). Briefly, brains were isolated as quickly as possible, rinsed in water and immersed in impregnation solutions A and B at room temperature for 2 weeks in the dark. Tissue was transferred into Golgi solution C for 72 h in the dark at room temperature. Brains were rapidly frozen by dipping into isopentane pre-cooled with dry ice and stored at −80 °C until ready for sectioning. Coronal sections of 80 µm thickness were cut and mounted on double gelatine-coated slides. Sections were rinsed, stained with solutions D and E, dehydrated through an ethanol series, and cleared with xylene, before coverslipping with Permount^®^. Slides were allowed to dry overnight before imaging and analysis. Pyramidal neurons in the CA1 region of dorsal hippocampal sections were identified by their triangular soma shape and numerous dendritic spines. A 100× Plan Apo oil-immersion objective (NA 1.40, 0.07 μm/pixel) on the Eclipse Ti2 inverted microscope (Nikon) was used to image z-stacks of secondary and tertiary dendrites longer than 10 µm in the *stratum radiatum* (apical dendrites). Fifty dendritic segments were imaged and analysed for each group, and 10–12 cells were imaged per animal. Dendrites were reconstructed in 3D using the Neurolucida 360 system (MBF Bioscience, USA) and dendritic spines were identified and classified as thin, stubby, mushroom or filopodia using parameters based on three-dimensional structures of dendritic spines^30^.

### Primary neuronal culture

Primary cortical neuronal cultures were prepared from Sprague-Dawley rat E18 embryos. Cells were seeded into culture plates coated with 0.2 mg/mL poly-d-lysine (Sigma) at a density of ~937 cells/mm^2^. Cells were cultured in Neurobasal medium supplemented with 2% B27, 0.5 mM l-glutamine, and 1% penicillin/streptomycin (Life Technologies, UK). After 4 days in vitro (DIV), 200 μM of d,l-amino-phosphonovalerate (d,l-APV, Abcam) was added to the media to maintain neuronal health over long-term culture and to reduce cell death due to excitotoxicity. Fifty percent media changes were performed weekly until desired time in culture was reached (27-28 DIV).

### Synthetic Aβ_1-42_ oligomer preparation

Oligomers from synthetic rat Aβ_1-42_ peptide (Calbiochem) were prepared as detailed^31^. Briefly, a stock solution was prepared at 100 μM in 200 mM HEPES (pH 8.5). The solution was gently agitated for 30 min at room temperature, aliquoted and stored at −80 °C. Once defrosted for treatments, aliquots were not subjected to any further freeze–thaw. This method of Aβ_1-42_ preparation is thought to form oligomers and not higher molecular weight or fibrillar aggregate forms^31^. To verify the composition of the Aβ_1-42_ generated, the NativePAGE™ (Invitrogen) system was used, and manufacturer’s instructions were followed. To confirm the presence of oligomers, Aβ_1-42_ peptides were treated in a 1:1 ratio with guanidine hydrochloride which breaks down oligomers. An antibody raised against the juxtamembrane extracellular domain of Aβ_1-42_, spanning amino acids 17–24 (clone 4G8, Millipore MAB1561, diluted 1:1000), was used for detection of rodent Aβ_1-42_ oligomers. As a control, commonly used human Aβ_1-42_ peptides solubilised either in hexafluoroisopropanol or trifluoroacetic acid were also prepared by removal of solvent and oligomerisation in PBS at 37 °C for 3 h (Supplementary Fig. 1).

### Pharmacological treatments

All treatments were performed directly in cell culture media. Stock solutions of cycloheximide (CHX) (Sigma) and Mnk1 inhibitor compound CGP 57380 (Tocris) in DMSO were diluted to final concentrations in the cell culture medium, using equal volumes of DMSO as control. For oligomeric Aβ_1-42_ treatments, aliquots were defrosted just prior to treatment, and diluted to a final concentration of 100 nM in cell culture medium, using equal volumes of HEPES buffer as control. The surface sensing of translation (SUnSET) assay was used to monitor protein synthesis in cell cultures, following a published protocol^32^. Briefly, puromycin (Sigma) was diluted to a final concentration of 10 μg/ml in culture medium for the last 10 min of the treatment. Samples were lysed and run as a western blot, using an anti-puromycin antibody (Kerafast EQ0001, 1:1000). Prior to blocking and primary antibody incubation, total protein levels on the membrane were detected using the Revert™ Total Protein Stain Kit (LI-COR) as per manufacturer’s instructions.

### Cell lysis

At the end of the treatment culture medium was removed and plates were placed on an ice block. Cells were rinsed briefly with ice-cold PBS, then lysed in equal volumes of lysis buffer (20 mM Tris pH 7.4, 150 mM NaCl, 1% Triton X-100, 5 mM EDTA pH 8) supplemented with protease and phosphatase inhibitor cocktails (Sigma), using an ice-cold plastic cell scraper. Lysates were frozen at −20 °C. Protein amounts were quantified using a BCA kit (Pierce) and proteins were detected by immunoblotting.

### Immunoprecipitation

For immunoprecipitation (IP) in cultured neurons, cells were briefly rinsed in ice-cold PBS, then lysed on ice in cold IP buffer (50 mM Tris pH 7.4, 150 mM NaCl, 1% Triton X-100) supplemented with protease inhibitor cocktail (Sigma). For IP in the total mouse hippocampus, frozen tissue was homogenised in the same IP buffer with 20 strokes in a Dounce homogeniser (Smith Scientific). The cell lysate/brain homogenate was centrifuged at 16,089 × *g*, 4 °C for 1 min and the supernatant used as input for IP. For IP in synaptosomes in mouse hippocampus, crude synaptosomal fractions were freshly prepared, as detailed previously^23^. Protein samples were incubated with pre-cleared magnetic Protein A-coupled Dynabeads™ (Invitrogen) and primary antibodies against CYFIP1 (Millipore) or CYFIP2 (GeneTex) were added in a 1:50 ratio to the lysate–bead mixture. Tubes were rotated at 4 °C overnight, spun down briefly, and the supernatant removed using a magnetic rack. Beads were washed 3× in cold IP buffer, before adding Laemmli sample buffer and boiling at 95 °C for 10 min. This IP fraction was used fresh for protein detection by immunoblotting. For certain analyses, values were normalised to those of the vehicle control to minimise error between biological replicates. For quantification of protein ubiquitination, cells treated with the proteasomal inhibitor MG132 were used as a positive control to determine the correct molecular weights of ubiquitinated proteins.

### Western blotting

Protein samples were diluted and boiled at 95 °C in Laemmli sample buffer. In total, 10–20 µg of proteins were separated on 4–15% Criterion™ TGX™ precast gels (Bio-Rad) and then transferred onto a methanol-activated 0.2 μm polyvinylidene fluoride membrane (Bio-Rad). Membranes were blocked at room temperature for 1 h (5% milk or BSA in TBST pH 7.5) and then incubated in primary antibody diluted in blocking buffer overnight at 4 °C. Primary antibodies were detected using HRP-conjugated secondary antibodies (Dako) and chemiluminescent reagent (Thermo Scientific), and signals in the linear range obtained by exposing membranes to X-ray films (Amersham). Prior to probing with other primary antibodies, the membranes were washed in western blot stripping buffer (Santa Cruz Biotechnology). Primary antibodies used were against CYFIP1 (Millipore 07-531, 1:10,000), CYFIP2 (GeneTex GTX124387, 1:10,000), phospho-eIF4E Ser209 (Cell Signalling 9741 1:1000), eIF4E (Cell Signalling 2067, 1:1000), NSE (Millipore AB951, 1:60,000), α-synaptotagmin (Sigma S2177, 1:30,000), AT-8 phospho-tau (Invitrogen MN1020, 1:1000), PHF-1 phospho-tau (Peter Davies, 1:1000), total tau (Dako, A0024, 1:10,000) and ubiquitin (Ub) (Millipore 05-1307, 1:1000). Signals were analysed with ImageJ software (NIH) and normalised to appropriate loading controls.

### Ribosomal RNA extraction

For analysis of ribosome-bound mRNA, primary rat cortical neurons were seeded onto 20 mm PDL-coated culture dishes at a density of 636 cells/mm^2^ and treated with the Aβ_1-42_ preparation at 27 DIV for 24 h. During the last 10 min of treatment on 28 DIV 100 µg/mL CHX was added to the culture media to inhibit ribosome drop-off. Once media was removed, cells were placed on a cold block and washed with ice-cold PBS plus 100 µg/mL CHX. Cells were then scraped into ice-cold polysome lysis buffer (10 mM HEPES-KOH (pH 7.4), 5 mM MgCl_2_, 150 mM KCl, 1% NP-40) freshly supplemented with 0.5 mM DTT, 100 U/mL RNasin RNase inhibitor (Promega), 100 µg/mL CHX, and EDTA-free protease inhibitors (Cell Signalling). The lysate was syringed three times through a 23G needle on ice, then centrifuged at 10,000 × *g* for 5 min at 4 °C. The supernatant was layered onto a 20% sucrose cushion prepared in the same lysis buffer and then centrifuged at 186,000 × *g* for 2 h at 4 °C in a TLA-55 rotor ultracentrifuge (Beckman Coulter). RNA was isolated from the ribosome-enriched pellet using TRIzol LS reagent according to manufacturer’s instructions (Invitrogen).

### RNA sequencing and analysis

Library preparation and RNA sequencing was done by Novogene (Hong Kong). Libraries were made using polyadenylated mRNA isolation, employing NEBNext® Ultra™ RNA Library Prep Kit for Illumina® (NEB, USA). Three samples had lower RNA amounts and a higher efficiency bead capture was employed for only those, maintaining the same library preparation kit otherwise. Base Quality and Phred score were calculated employing the Illumina CASAVA v1.8 software with more than 92% of all reads for all samples having a Q30. Bowtie v2.2.3 was used to index the reference genome and trimmed paired-end reads were aligned using TopHat v2.0.12. HTSeq v0.6.1 using the union mode was employed to count mapped reads and generate FPKM (Fragments per Kilobase of transcript sequence)^33^. Differential gene expression analysis was performed employing DESeq^34^ with Benjamini and Hochberg’s FDR correction. Identification of putative FMRP fragments was done by cross-referencing differentially expressed genes between total and ribosome-enriched fractions with previously published datasets^13^ employing R. Heatmap (unsupervised clustering using Pearson), Venn diagram and correlation plot were made using R. All packages are available in CRAN. All RNA sequencing data are deposited in the GEO database with accession number GSE149540.

### Statistical analysis

All experiments were performed at least twice, where possible, and sample sizes selected based on power calculations on preliminary data. All data were analysed using GraphPad Prism version 8. Data were tested for normality with a Shapiro–Wilk test. Data points falling beyond 2 × *σ* (SD) from the mean were considered statistical outliers and removed from every analysis. Statistical significance was determined by two-tailed Student’s *t* test or one-way or two-way analysis of variance (ANOVA) with post-hoc Tukey’s correction or Student–Newman–Keuls method. For non-parametric data, Kruskal–Wallis one-way ANOVA with Dunn’s testing for multiple comparisons was used. For FMRP analysis a Kolmogorov–Smirnov test was employed to compare cumulative distributions between targets and non-targets; a Fisher’s exact two-tailed test was done to determine enrichment of FMRP targets in genes differentially present in ribosomal-enriched fractions. The results having *p* < 0.05 were considered significant in every analysis.

### Genome-wide association studies (GWAS)

Single Nucleotide Polymorphisms (SNPs) within 10 kb upstream and downstream of the coding region of each gene were screened for associations with AD using the latest genome-wide association and meta-analysis of diagnosed AD^35^. To account for linkage disequilibrium (LD), tag SNPs were created with the Priority Pruner software (version 0.1.4, http://prioritypruner.sourceforge.net/index.html), which prunes SNPs by removing all those that are in LD with other SNPs in the dataset. The 1000 Genomes (Phase 3) were used as a reference panel for pruning using the Kunkle et al., dataset *p* values for prioritisation. SNPs with an *r*^2^ > 0.8 and within 250 kb were determined to be in LD. For the selected SNPs, an FDR threshold of 0.05 was applied to correct for multiple testing when looking for associations with AD (“FDRtools” Rstudio, Version 1.2.1335).

To gain insight into potential regulatory effects of the genetic variants associated with AD in the five genes, expression quantitative trait loci (eQTL) data from the Genotype-Tissue Expression (GTEx) (Version 6) Project Consortium^36^ and BRAINEAC (www.braineac.org/)^37^ were used to determine whether variants that showed associations with AD (after correction for multiple testing) affect gene expression as eQTLs. GTEx and BRAINEAC are high-quality databases of matched genotype and gene expression measurements, which enable the quantification of effects of SNPs on gene expression in various tissues, including various brain tissues.

The BRAINEAC eQTLs dataset includes 10 brain regions from 134 neuropathologically normal individuals of European descent. The 10 brain regions are cerebellar cortex, frontal cortex, hippocampus, medulla, occipital cortex, putamen, substantia nigra, temporal cortex, thalamus and intralobular white matter.

The GTEx (version 6) eQTLs dataset includes 53 tissues, 544 donors and 8555 samples. Ten human brain tissues were selected including anterior cingulate cortex, caudate basal ganglia, cerebellar hemisphere, cerebellum, cortex, frontal cortex BA9, hippocampus, hypothalamus, nucleus accumbens basal ganglia and putamen basal ganglia, which include at least 70 samples.

## Results

### Aβ_1-42_ regulates differential translation of FMRP target mRNAs in neurons

Previous studies have provided circumstantial evidence that sub-micromolar doses of Aβ_1-42_ may enhance protein synthesis^38^; however, the alternative may be a difference in protein turnover. For the purpose of this study, we selected synthetic rat peptides rather than human peptides. Although it has been suggested that the rodent Aβ sequence is unable to aggregate^39,40^, overexpression of murine Aβ in the mouse brain can result in Aβ accumulation^41^. Therefore, no a priori assumptions were made regarding the amyloidogenic properties of the peptide, to keep the model system as physiological as possible. To directly monitor whether Aβ_1-42_ impacts on protein synthesis, we used the SUnSET assay^32^ which utilises incorporation of puromycin, a structural analogue of aminoacyl tRNAs, into the nascent polypeptide chain, to directly reflect the rate of mRNA translation in vitro. Primary rat cortical neurons were cultured for 27 DIV, before being treated with a preparation of 100 nM synthetic rat Aβ_1-42_ peptides including oligomers (Supplementary Fig. 1) for 24 h, or vehicle as control. Puromycin was added during the last 10 min of treatment to provide a snapshot of newly synthesised proteins and determine whether Aβ_1-42_ exposure modulates this rate. Cells were lysed and samples subjected to western blot were analysed using an anti-puromycin antibody. When normalised to signal for total protein using Revert™, we found that Aβ_1-42_ treatment led to a significant increase in protein synthesis (Fig. 1a, b). Prior treatment with translational elongation inhibitor CHX blocked the increase in puromycin signal by Aβ_1-42_, confirming it is translation dependent (Fig. 1a, b). 

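Primary cortical neurons from embryonic rats were kept to 28 days in vitro and treated for 24 h with 100 nM of synthetic rat Aβ or with vehicle. Cycloheximide was added before lysis to hold ribosomes on their mRNAs. Cytosolic lysate was used as total RNA or was centrifuged through a sucrose cushion, whose pellet is the ribosome-enriched fraction. The 4 groups (vehicle total, vehicle ribosome, Aβ total and Aβ ribosome) had 3 libraries each, 12 in all, made from polyadenylated RNA. Each library is named here by its group and the number in its sample name. The paper calls the sequencing of the fractions paired, but its text does not say which libraries came from one culture, nor which 3 samples went through the higher efficiency bead capture.

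The authors aligned paired-end reads with TopHat, counted them on genes with HTSeq and deposited FPKM. These divide the fragments of a gene by its transcript length and by a total of fragments of the library. Of the 25425 genes in the deposited table, 1 with an incomplete row was left out. The low values of a gene were whole multiples of a step, which gave whole fragments for 12149 of the 12150 genes tested below. The steps also gave the total that the FPKM of each library were divided by, called its mapped fragments here. Whether that total holds all mapped fragments or only those counted on genes is not known. The vehicle total libraries had 16.3 M to 18.0 M mapped fragments (median 17.4 M) and the vehicle ribosome libraries 14.1 M to 18.1 M (median 16.0 M). The Aβ total libraries had 17.5 M to 18.8 M (median 18.6 M) and the Aβ ribosome libraries 14.3 M to 20.0 M (median 16.8 M). The FPKM rest on these fragments, not on the clean reads of Supplementary Table 1, which the paper gives as 42.4 M to 55.6 M and which were counted before alignment. At these depths, 3 fragments on a transcript of 2000 bases correspond to an FPKM between 0.0749 and 0.107, counting error alone considered.

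The FPKM were scaled between libraries by median-of-ratios size factors, in which transcript length cancels, and a pseudocount of 1 was added before taking log2. Fold changes on this scale understate the change of weakly expressed genes. Genes with a mean FPKM of at least 1 over the 12 libraries were tested with limma, fitted separately for each treatment, and p-values were adjusted by the Benjamini-Hochberg method. The direction of many calls depends on the scaling. The 20 genes with most fragments in a library held 19.5 to 28.7% of its listed fragments in the ribosome fraction and 8.87 to 9.61% in total RNA. Each library was counted as a replicate. Libraries of one group differed by more than counting noise alone, which does not show that they are independent, and whether libraries of different groups share a culture or a preparation step is not stated.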

To determine which mRNAs might be regulated at the level of translation by Aβ_1-42_ treatment, we performed paired RNA sequencing in total cytosolic extracts and ribosomal-enriched fractions using sucrose cushions (Fig. 1c) from rat cortical neurons treated for 24 h with Aβ_1-42_ or vehicle. A minimum of 42M reads were generated per sample (Supplementary Table 1). Correlation analysis showed that samples cluster differently depending on the subcellular fraction (Supplementary Fig. 2), suggesting that mRNAs pelleted in the sucrose cushion were distinct to total mRNAs. 

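Pearson's r between 2 libraries was computed over log2(FPKM + 1) of all 25424 genes read, so it is a correlation across genes, which are not independent replicates. It averaged 0.990 between libraries of one fraction and 0.969 between libraries of different fractions, a difference of 0.0213 (one-sided exact permutation test over the 462 splits of the 12 libraries into 6 and 6, p = 0.0022, the smallest p these splits allow). The 15 pairs of total libraries had r between 0.994 and 0.997. The 15 pairs of ribosome libraries were more spread, from 0.972 to 0.996, and the 36 pairs across fractions lay between 0.948 and 0.980. For 10 of the 12 libraries, r with every library of their own fraction was above r with any library of the other. The exceptions were Aβ ribosome library 9 and vehicle ribosome library 10, whose lowest r within the ribosome fraction was 0.972 and whose highest r with a total library was 0.980. With FPKM on the linear scale, the choice that moved the difference most, it was 0.0671. The same difference between treatments was -0.00306 in ribosome libraries (one-sided exact permutation test over 10 splits, p = 1) and -0.000641 in total libraries (p = 0.8 by the same exact test), where 10 splits cannot give a p below 0.1. Each run of 4 consecutive sample numbers holds 1 library of each group, and this test does not take the runs into account. In all 4 splits that divide every run between the groups, the real one included, the difference was negative, from -0.00306 to -0.00265 in ribosome libraries and from -0.00080 to -0.000606 in total libraries. These splits always place the libraries of one run in different groups, and 4 splits are too few for a test, so whether the treatments separate within a fraction is left open.

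**Figure D1:**
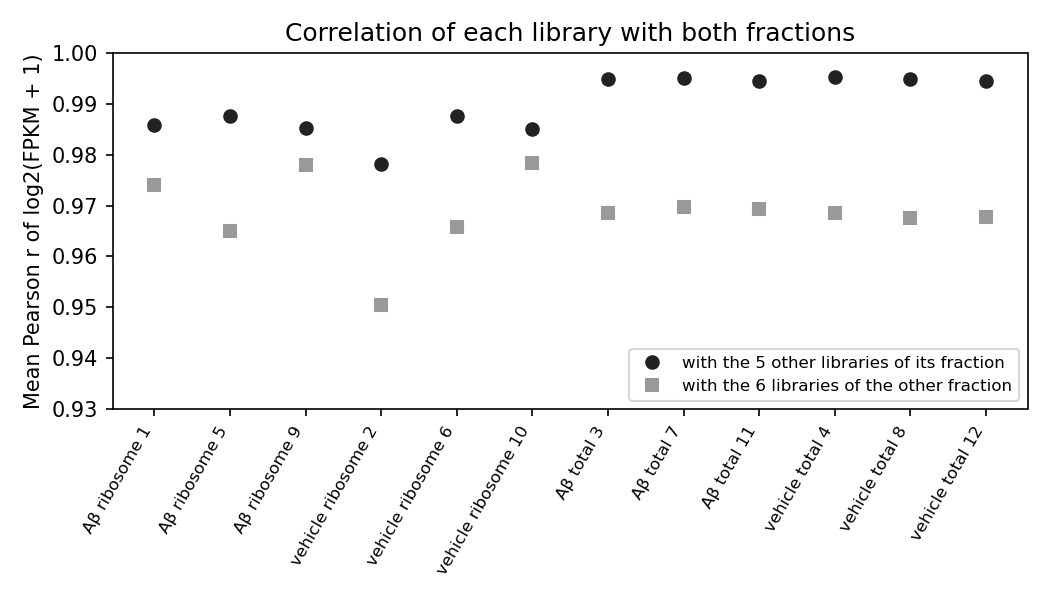
Mean Pearson r of log2(FPKM + 1) of each of the 12 libraries with the 5 other libraries of its fraction (circles) and with the 6 libraries of the other fraction (squares). Vehicle ribosome library 2 had the lowest mean r with its own fraction, 0.978, and the squares of Aβ ribosome library 9 and vehicle ribosome library 10 stand at 0.978, the closest to their circles.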

Differential expression between total and ribosomal-bound mRNAs showed 356 unique genes in vehicle-treated cells and 1136 unique genes in Aβ_1-42_-treated cells, with an overlap of 2624 genes (Fig. 1d, Supplementary Table 2). These data suggest that Aβ_1-42_ exposure modulates the binding of specific mRNAs to ribosomes. 

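Of 12150 genes tested, 3925 differed between ribosome-enriched and total RNA in vehicle-treated cells (limma with Benjamini-Hochberg adjustment, adjusted p under 0.05), 1932 higher and 1993 lower in the ribosome fraction. In Aβ-treated cells 4993 genes differed by the same test, 2385 higher and 2608 lower. The lists shared 3445 genes, all with the same direction in both treatments, and left 480 genes only in vehicle and 1548 only in Aβ. All 6 ribosome libraries lay above all 6 total libraries for 2324 genes and below them for 2501, together 39.7% of the genes tested, where chance gives 0.216% for 6 libraries against 6. The files do not pair their gene identifiers with names, so genes are given by identifier. A pair of genes, 1 in each direction, was picked after the values were seen, for the smallest adjusted p across both treatments. Only genes with an Ensembl identifier and all 6 ribosome libraries on one side of all 6 total libraries were considered. ENSRNOG00000033299 had a scaled FPKM of 399 ± 40.8 (SD, n = 3) in vehicle ribosome libraries and 50.0 ± 6.53 (SD, n = 3) in vehicle total libraries, a log2 fold change of 2.98 (standard error 0.15, adjusted p = 0.000821 from limma with Benjamini-Hochberg adjustment). In Aβ-treated cells its log2 fold change was 2.70 (standard error 0.18, adjusted p = 0.00158 by limma). ENSRNOG00000008766 had 3.08 ± 0.266 (SD, n = 3) in vehicle ribosome libraries and 21.5 ± 2.94 (SD, n = 3) in vehicle total libraries, a log2 fold change of -2.46 (standard error 0.16, adjusted p = 0.00205 by limma). Its log2 fold change in Aβ-treated cells was -2.63 (standard error 0.14, adjusted p = 0.00109 by limma). The recovered transcript lengths of these genes are 204 bases for ENSRNOG00000033299 and 5259 for ENSRNOG00000008766, and shorter transcripts generally stood higher in the ribosome fraction. With each library's trend with length removed, an alternative chosen after the data were seen, their log2 fold changes in vehicle were 2.79 and -2.11.

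With 1 vehicle ribosome library left out, between 2550 and 5233 genes differed in vehicle, and with 1 vehicle total library left out between 1699 and 1878. In Aβ the counts were 3848 to 5826 without 1 ribosome library and 3020 to 3175 without 1 total library. No called gene changed sign in these fits. By number of genes, array weights, an alternative chosen after the data were seen, moved the vehicle count furthest, to 8545 genes in separate fits and 8556 in one fit. In the separate fits 3535 genes were then found only in vehicle and 207 only in Aβ. An additional requirement of an absolute log2 fold change of at least 1 moved the Aβ count furthest, to 1160 genes, with 1599 in vehicle, 597 only in vehicle and 158 only in Aβ. With both treatments in one fit that shares the spread between libraries, 5255 genes differed in vehicle and 4469 in Aβ, 1293 only in vehicle and 507 only in Aβ. The median SD between libraries of one group, on the log2 scale, was 0.30 in vehicle ribosome, 0.21 in Aβ ribosome, 0.12 in vehicle total and 0.11 in Aβ total libraries. With the FPKM as deposited, without further scaling, 918 of 4562 genes were higher in the ribosome fraction in vehicle and 1138 of 5243 in Aβ. With runs of 4 consecutive sample numbers taken as cultures and fitted as a replicate block, 3356 genes differed in vehicle and 4293 in Aβ, 383 only in vehicle and 1320 only in Aβ. Deviations from the group mean of libraries with the same run correlated on average at 0.541 within the ribosome fraction and 0.489 within total RNA, and at -0.0593 between the fractions.

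**Figure D2:**
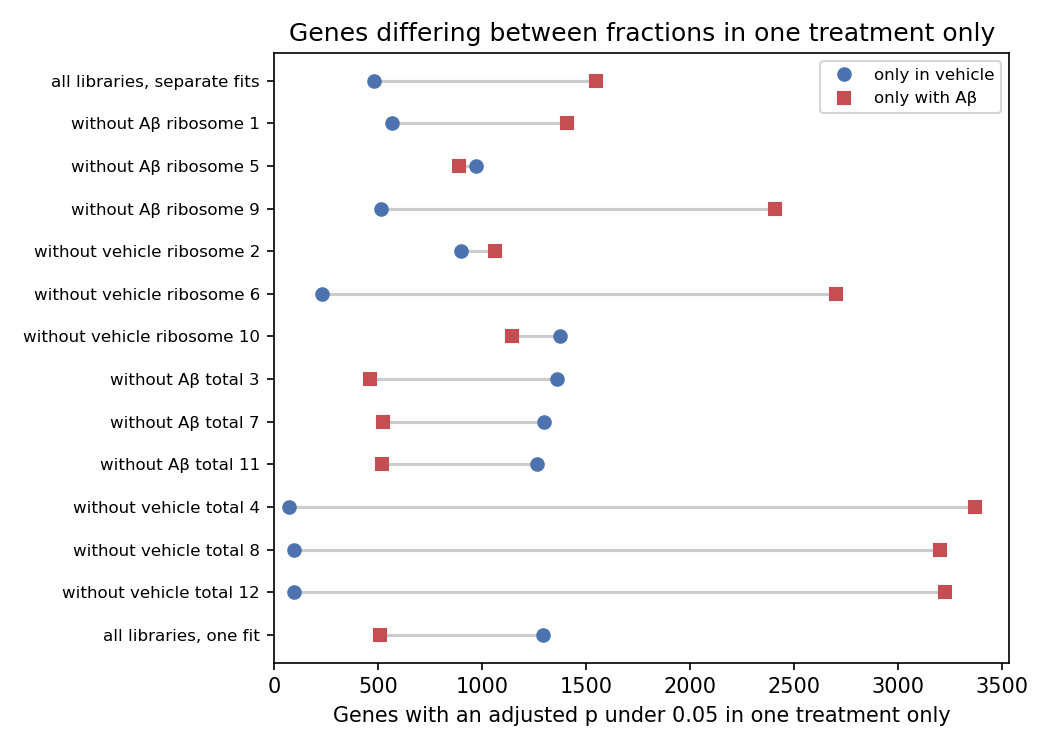
Number of genes with an adjusted p under 0.05 between fractions in vehicle only (circles) and in Aβ only (squares), for separate fits of all 12 libraries, for fits without 1 library each, and for one fit over the 4 groups. The genes found in vehicle only outnumber those found in Aβ only without Aβ ribosome library 5, vehicle ribosome library 10 or any Aβ total library, and in the single fit.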

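The change with Aβ in the difference between fractions was tested directly by the interaction of treatment and fraction, in one limma fit over the 12 libraries with Benjamini-Hochberg adjustment. No gene had an adjusted p under 0.05, and 84 had an unadjusted p under 0.05. Chance gives 608 of the 12150 genes only if the libraries are independent, and libraries of one run deviated together within a fraction. In the 32 splits that divide every run of sample numbers between the groups in both fractions, the median was 73.5 genes (range 50 to 180). Of the genes called in one treatment only, the interaction had an unadjusted p under 0.05 for 17 of the 1548 found in Aβ and for 22 of the 480 found in vehicle. No gene differed between Aβ and vehicle in the ribosome fraction (178 at an unadjusted p under 0.05) or in total RNA (20 at an unadjusted p under 0.05). The median standard error of the interaction was 0.26 on the log2 scale. In simulated libraries with this number of replicates, 93.5% of 200 genes given a log2 interaction of 1.5 were called, among 12149 genes simulated. The simulated spread, a dispersion of 0.02, was not matched to these libraries, so that share is not their power. With the run of sample numbers as a replicate block, the interaction again gave 0 genes (90 at an unadjusted p under 0.05). With a block for the runs within each fraction, an alternative chosen after the data were seen, it gave 0 genes and 309 at an unadjusted p under 0.05. Aβ against vehicle under that block gave 0 genes in the ribosome fraction (627 at an unadjusted p under 0.05) and in total RNA (102 at an unadjusted p under 0.05). The number at an unadjusted p under 0.05 depended on the setting and was 883 with array weights, where again 0 genes had an adjusted p under 0.05.

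Across genes, the log2 fold changes between fractions in the 2 treatments had a Pearson's r of 0.940. Of the 1548 genes called only in Aβ, 1529 changed in the same direction in vehicle, with a median absolute log2 fold change of 0.53 in Aβ and 0.45 in vehicle, and 804 had an unadjusted p under 0.05 in vehicle. Of the 480 genes called only in vehicle, 471 changed in the same direction in Aβ, with a median of 0.43 in Aβ and 0.73 in vehicle. These medians are over genes chosen by their p in 1 treatment, which favours the treatment they were called in. Over genes called in both, the median was 0.81 in Aβ and 0.94 in vehicle. From the genes that differed between total and ribosomal-bound mRNAs in each treatment and their overlap (Fig. 1d), the paper proposes that exposure to Aβ modulates the binding of specific mRNAs to ribosomes.

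**Figure D3:**
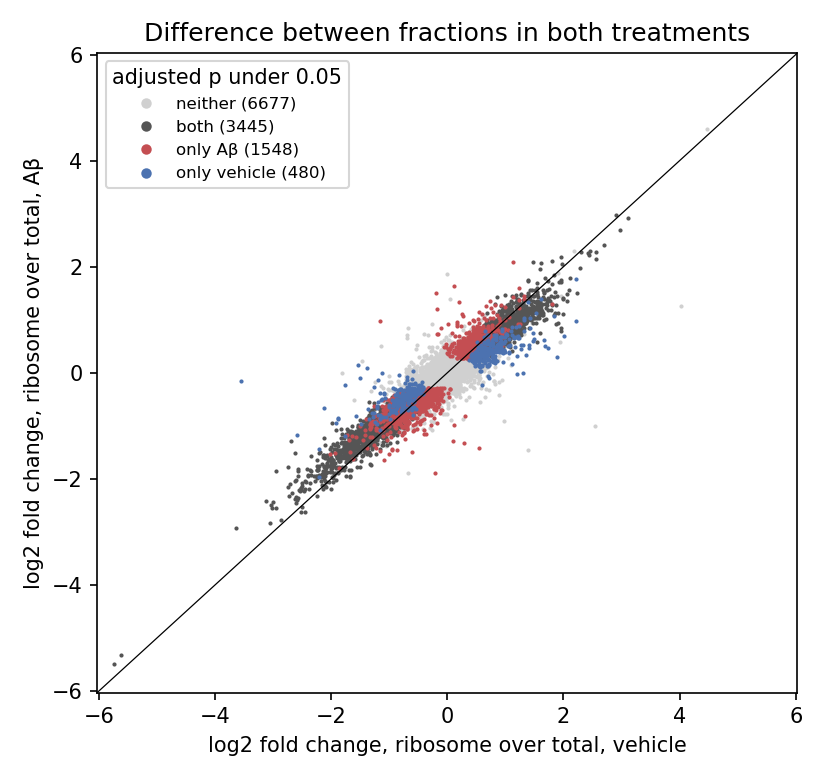
Log2 fold change of the ribosome fraction over total RNA in vehicle (x axis) and in Aβ (y axis) for the 12150 genes tested, coloured by the treatments in which the adjusted p was under 0.05, with the line of equal change. Of the 1548 genes found only in Aβ 1529, and of the 480 found only in vehicle 471, have the same sign on both axes.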

We interrogated the presence of previously reported FMRP targets^13^ in these differentially expressed genes and detected FMRP targets in both datasets (Fig. 1e, Supplementary Fig. 3). About 11% of the differentially ribosome-bound mRNAs were FMRP targets in both vehicle and Aβ_1-42_-treated cells. However, in Aβ_1-42_-treated cells there were more unique differentially ribosome-bound FMRP targets than in control (Fig. 1e, Supplementary Table 2), suggesting that Aβ_1-42_ exposure may modulate the translation of specific FMRP-bound mRNAs. Unsupervised hierarchical clustering of the identified unique FMRP targets that showed differential binding to ribosomes upon Aβ_1-42_ exposure (not present in vehicle-treated cells) revealed clear groups of genes with differences between vehicle and Aβ_1-42_ treatment and subcellular fraction (Fig. 1f). Biological pathway analysis of these genes with Reactome^42^ was suggestive of pathways enriched in neuronal and synaptic function, such as ‘protein–protein interaction at synapses’ and ‘neurexins and neuroligins’ (Supplementary Table 3). Altogether, our data strongly suggest a role for Aβ in the ribosomal association and translation of specific genes modulated by FMRP.

**Fig. 1:**
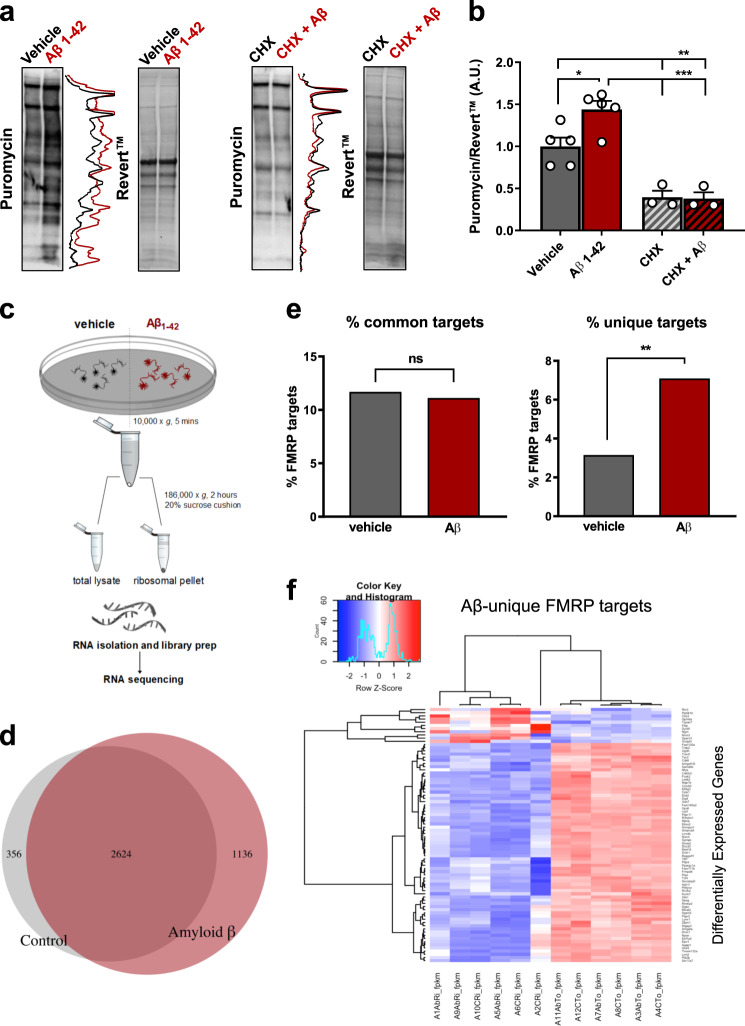
Aβ_1-42_ increases protein synthesis in primary cortical neurons by promoting ribosomal association of FMRP-bound mRNAs. **a**, **b** Protein synthesis is increased in primary neurons following 24-h treatment with 100 nM Aβ_1-42_ preparations including oligomers, as determined by puromycin levels normalised to Revert™, a total protein stain (*q* = 4.88, *p* < 0.05). This effect is blocked in the presence of 10 µM cycloheximide (CHX) (*q* = 0.14, *p* = 0.99). **c** Schematic describing the protocol used to prepare ribosome-enriched pellets from primary neurons for RNA sequencing. **d** Overlap between mRNA transcripts that are differentially bound to ribosome (versus total) within vehicle- and Aβ_1-42_-treated groups. **e** Enrichment of FMRP targets in vehicle vs Aβ cells. When considering all putative FMRP-binding targets (common and different between vehicle and Aβ-treated cells) no enrichment is observed (left). Considering unique targets that are only present either in vehicle or Aβ-treated cells (right) shows an enrichment for FMRP targets in mRNAs differentially bound to polyribosomes in the presence of Aβ. **f** Heatmap showing expression changes of FMRP targets between total and ribosomal RNAs unique to Aβ, using unsupervised hierarchical clustering. Data represent mean ± SEM and were analysed using one-way ANOVA with Tukey’s correction, or Fisher’s exact test. *n* = 3–5 biological replicates (individual experiments shown as white dots). *p < 0.05; **p < 0.01; ***p < 0.001.

### Aβ_1-42_ impacts on protein synthesis via the Mnk/eIF4E/CYFIP axis and reduces CYFIP2 levels

Since treatment of cortical neurons with Aβ_1-42_ preparations increased protein synthesis and appeared to modulate the translation of specific FMRP-regulated mRNAs (Fig. 1), we further explored the mechanism of this control. CYFIP1 and 2 exist as a part of the FMRP translational repressor complex^18^, while interacting with the translation initiation factor eIF4E which is essential for initiation of cap-dependent mRNA translation in neurons^22^. We hypothesised that the increase in protein synthesis by Aβ_1-42_ may depend on phosphorylation of eIF4E at Ser209, as this phosphorylation is elevated in post-mortem AD brain^43^ and because it increases translation of specific transcripts^44^. To test this idea, we pharmacologically blocked eIF4E phosphorylation at Ser209 and assessed its impact on Aβ_1-42_-induced protein synthesis in primary neurons (Fig. 2a–d). We used CGP 57380, a competitive inhibitor of MAPK-interacting protein kinase 1 (Mnk1)^45^, a kinase whose only validated substrate is eIF4E^46,47^. We found that the Aβ_1-42_ treatment significantly increased eIF4E phosphorylation at Ser209 and the Mnk1 inhibitor blocked this increase (Fig. 2a, b). Blocking eIF4E phosphorylation prevented an Aβ_1-42_-induced increase in protein synthesis (Fig. 2c, d), suggesting the increased translation by Aβ_1-42_ is dependent on eIF4E phosphorylation at Ser209. Blocking eIF4E phosphorylation did not alter basal protein synthesis (data not shown), in accordance with previous reports^48^.

**Fig. 2:**
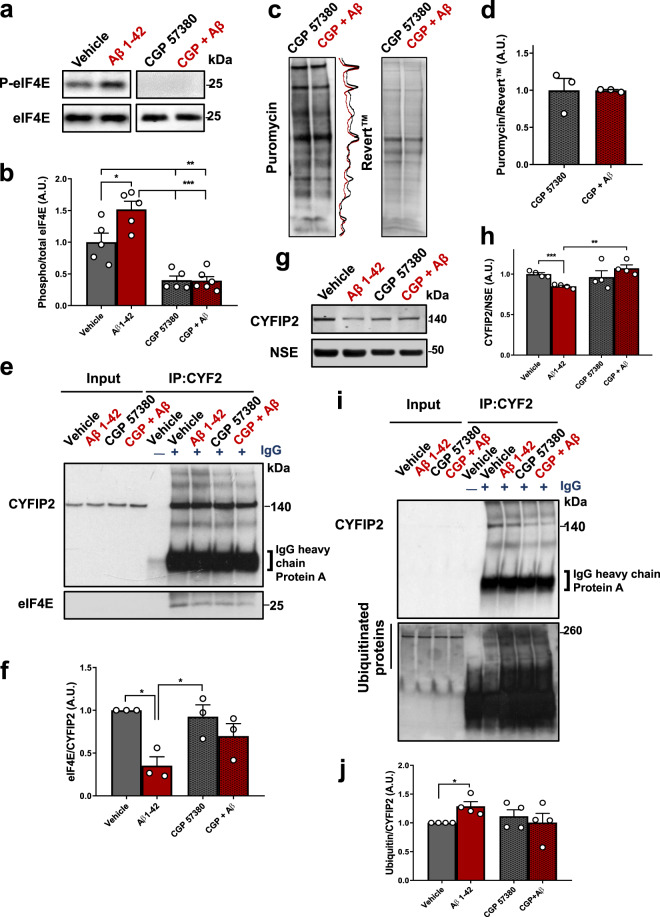
Aβ_1-42_ regulates protein synthesis in neurons via an eIF4E-CYFIP2 axis, resulting in CYFIP2 reduction. **a**, **b** Aβ_1-42_ induces increase in eIF4E phosphorylation at Ser209 (*q* = 4.89, *p* < 0.05), and an Mnk1 inhibitor (10 µM CGP 57380) reduces this phosphorylation and blocks this effect (*q* = 0.06, *p* > 0.99). **c,d** CPG 57380 treatments prevent Aβ_1-42_-induced protein synthesis in primary neurons (*t* = 0.014, *p* = 0.98), as determined by SUnSET. The inhibitor does not alter basal protein synthesis (*t* = 0.21, *p* = 0.99, data not shown). **e**, **f** Aβ_1-42_ treatment reduces eIF4E binding to CYFIP2, as determined by co-immunoprecipitation (*q* = 5.73, *p* < 0.05). This effect is prevented by CGP 57380 treatment (*q* = 2.01, *p* = 0.52) which itself does not have an effect (*q* = 0.66, *p* = 0.96). **g**, **h** Aβ_1-42_ treatment reduces CYFIP2 levels when normalised to levels of neuronal marker NSE (*t* = 6.92, *p* < 0.001), which is prevented by CGP 57380 treatment (*t* = 1.23, *p* = 0.27). **i**, **j** Aβ_1-42_ treatment leads to ubiquitination of CYFIP2 (*t* = 3.55, *p* < 0.05), as determined by co-IP, which is prevented by CGP 57380 treatment (*t* = 0.56, *p* = 0.60) although the inhibitor alone has no effect (*t* = 1.03, *p* = 0.38). Data represent mean ± SEM and were analysed using one-way ANOVA with Tukey’s correction or Student’s *t* test. *n* = 3–6 biological replicates (individual experiments shown as white dots). *p < 0.05; **p < 0.01; ***p < 0.001.

CYFIP1 represses cap-dependent translation of specific mRNAs by interacting with eIF4E and specifically blocking the eIF4E-eIF4G interaction^49^. As CYFIP2 has an identical eIF4E-binding motif to CYFIP1^22,24^, we hypothesised it could also interact with eIF4E. We found that CYFIP2 co-immunoprecipitated with eIF4E, in rat primary cortical neurons at 28 DIV, and in the mouse hippocampus, even in synaptosome-enriched fractions (Supplementary Fig. 4). These data suggest that CYFIP2 interacts with eIF4E. Next, we tested whether Aβ_1-42_-induced phosphorylation of eIF4E would disrupt the interaction between CYFIP2 and eIF4E, using co-IP experiments in the presence or absence of Aβ_1-42_ (Fig. 2e, f). We found that treatment with Aβ_1-42_ alone significantly reduced the amount of eIF4E bound to CYFIP2 compared with vehicle-treated cells (Fig. 2e, f). Further, blocking Mnk1 prevented Aβ_1-42_-induced dissociation of eIF4E and CYFIP2 (Fig. 2e, f), and the inhibitor itself did not have any effect (Fig. 2e, f). We also found that Aβ_1-42_ treatment significantly reduced binding of eIF4E to CYFIP1 (Supplementary Fig. 5a, b).

We studied whether the dissociation of eIF4E and CYFIP2 could ultimately lead to reduction of CYFIP2 expression, using immunoblotting to detect CYFIP2 levels in cell lysates which were then normalised to levels of a neuronal marker, neuron specific enolase (NSE). We found that Aβ_1-42_ treatment led to significant CYFIP2 reduction when normalised to NSE (Fig. 2g, h), which was prevented by Mnk1 inhibition (Fig. 2g, h). CYFIP1 levels were not changed when normalised to NSE (Supplementary Fig. 5c, d). In addition, the reduction of CYFIP2 expression could not be explained by synapse loss as levels of pre-synaptic marker α-synaptotagmin were not altered by Aβ_1-42_ treatment when normalised to NSE levels (Supplementary Fig. 5c, d). Levels of α-synaptotagmin were, however, reduced after 5 days of treatment with 100 nM Aβ_1-42_ (Supplementary Fig. 5e, f), indicating CYFIP2 expression is likely reduced prior to synapse loss.

We hypothesised that the reduction of CYFIP2 may result from its degradation by the proteasome. We therefore stripped the immunoblots for CYFIP2 and CYFIP1 co-IPs and re-probed with an antibody against Ub that recognises ubiquitinated proteins. We detected a significant increase in levels of Ub bound to CYFIP2 in Aβ_1-42_-treated cells compared with vehicle-treated cells (Fig. 2i, j), although the possibility that ubiquitination of proteins interacting with CYFIP2 was also detected cannot be excluded. Inhibition of Mnk1 prevented the effect of Aβ_1-42_ on CYFIP2 ubiquitination (Fig. 2i, j), and the inhibitor itself did not have any effect (Fig. 2i, j). In contrast, no difference was found in levels of Ub bound to CYFIP1 in Aβ_1-42_-treated cells compared with vehicle-treated cells (Supplementary Fig. 5g, h).

To test whether this pathway is genetically associated with AD, we screened variants in five genes, *MKNK1*, *MKNK2*, *CYFIP2*, *CYFIP1* and *EIF4E*, for associations with AD (Supplementary Fig. 6). A total of 1727 variants were identified for the five genes from published summary data^35^. Following the creation of tag SNPs in order to exclude SNPs in high LD, there were 763 selected SNPs within 10 kb of the coding regions of each gene (Supplementary Table 4). After correcting for multiple testing there were no SNPs associated with AD. The strongest association was observed with SNP rs1258047 ~6.3 kb downstream of *MKNK1*; this SNP is an *MKNK1-AS1* intronic variant and is also upstream of *KNCN*:2 kb. Mining data from the GTEx project^36^ showed that rs1258047 (or any other variants in LD (*r*^2^ > 0.8)) is not an eQTL for any gene. Taken together, this suggests that no mutations in the chosen pathway associate with AD, although more extensive studies will be more conclusive.

### CYFIP2 reduction leads to age-dependent accumulation of pre-tangle-like structures in the mouse brain

Given that CYFIP2 is downregulated in post-mortem AD brain^23^, in a mouse model of AD^23^ and in primary cortical neurons following treatment with Aβ_1-42_ oligomers (Fig. 2i, j), we speculated that its reduction may be important in the pathogenesis of AD. Previously, we reported that 3–4-month-old heterozygous *Cyfip2* null mutants (*Cyfip2*^+/−^), having about 50% reduced CYFIP2 expression, have increased levels of tau phosphorylation at Ser214, possibly due to a post-transcriptional increase in αCaMKII levels^23^. Here, we also found increased tau phosphorylation at Ser416, an αCaMKII-specific phospho-site^50,51^, when normalised to levels of total tau (Supplementary Fig. 7a, b). Further, in the young, adult *Cyfip2*^+/−^ mice no differences were found at pathology-associated sites of tau phosphorylation AT-8 (Ser202/Thr205) (Supplementary Fig. 7c, d) or PHF-1 (Ser396/Ser404) (Supplementary Fig. 7c, d).

However, we hypothesised that priming of tau phosphorylation by αCaMKII in a CYFIP2-dependent manner combined with age-related factors could result in pathological tau phosphorylation at the AT-8 and PHF-1 phosphorylation sites^52^. We immunohistochemically confirmed previous reports that GSK3β activity dependent on its phosphorylation at Tyr216 is increased with ‘healthy’ ageing^53^ (Supplementary Fig. 8), which may be a factor in driving pathological tau hyperphosphorylation. This idea was tested with IHC in 12-month-old *Cyfip2*^+/−^ mice and wild-type littermates, including a group of 3-month-old wild-type mice to control for the effects of ‘healthy’ ageing. In the hippocampus, we observed an increase in neuritic layers across most sub-regions of both AT-8 and PHF-1 immunoreactivity between the 3-month-old and 12-month-old wild-type mice (Fig. 3a, b). In 12-month-old *Cyfip2*^+/−^ mice there was a further increase for AT-8 immunoreactivity, specifically in the *stratum oriens* (*so*) and *stratum radiatum* (*sr*) of area CA1, and in the molecular layer (ml) of the dentate gyrus (DG) (Fig. 3a, b). No changes were observed in area CA3 (data not shown). Similar results were found for PHF-1 immunoreactivity, with a significant increase in area CA1 and DG (Fig. 3a, b), but no difference in area CA3 (data not shown).

**Fig. 3:**
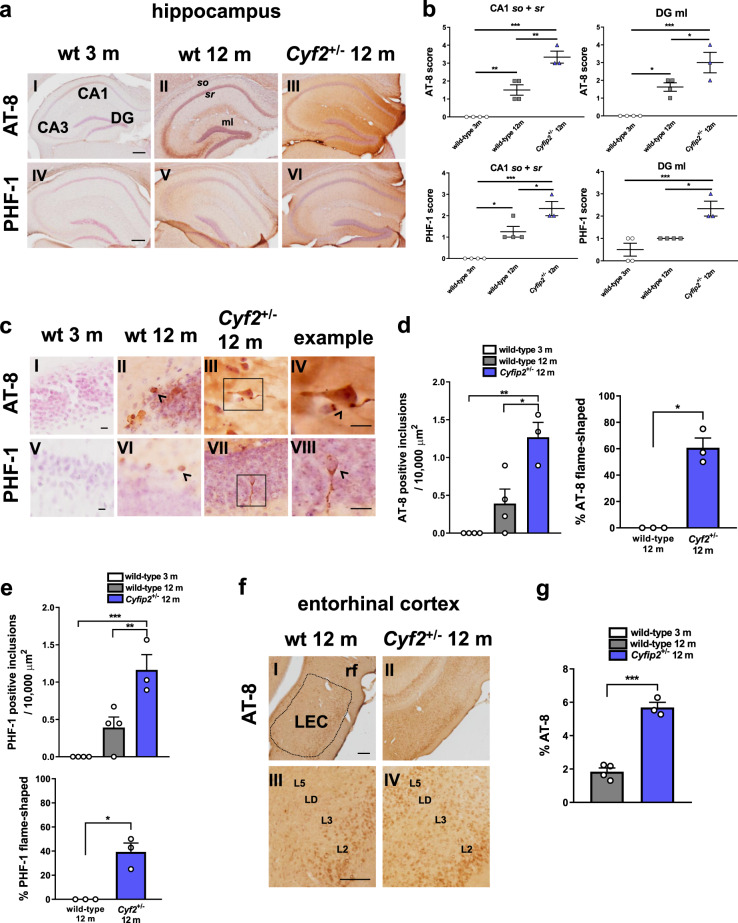
Reduced CYFIP2 expression results in phospho-tau accumulation in hippocampal formation and entorhinal cortex of 12-month-old mice. **a** Representative images of dorsal hippocampal sections from wild-type mice at 3 months and 12 months, and *Cyfip2*^+/−^ mice at 12 months, immunohistochemically stained for AT-8 (I–III) and PHF-1 (IV–VI) phospho-tau and haemotoxylin to label nuclei. Scale bars are 200 µm. **b** Analysis of DAB staining in the *so* and *sr* of area CA1 and the ml of the dentate gyrus showing increased phospho-tau with normal ageing (area CA3 not shown) (AT-8: CA1 *q* = 6.57, *p* < 0.01, CA3 *q* = 7.26, *p* < 0.01, DG *q* = 5.61, *p* < 0.05; PHF-1: CA1 *q* = 5.94, *p* < 0.01, CA3 *q* = 13.86, *p* < 0.0001, DG *q* = 2.19, *p* = 0.32) and a further increase in 12-month-old *Cyfip2*^+/−^ mice specifically in the *stratum oriens* (*so*) and *stratum radiatum* (*sr*) of area CA1 and in the molecular layer (ml) of the dentate gyrus (DG) (AT-8: CA1 *q* = 7.44, *p* < 0.01, DG *q* = 4.4, *p* < 0.05; PHF-1: CA1 *q* = 4.77, *p* < 0.05, DG *q* = 5.4, *p* < 0.05). No difference was found in area CA3 (AT-8: *q* = 0.34, *p* = 0.97; PHF-1: *q* = 2.14, *p* = 0.34, data not shown). **c** Higher magnification images of hippocampal sections labelled with AT-8 (I–IV) and PHF-1 (V–VIII). **d**, **e** Quantification of number of phospho-tau inclusions showing increase in *Cyfip2*^+/−^ mice (AT-8: *q* = 5.6, *p* < 0.05; PHF-1: *q* = 5.7, *p* < 0.01), but not with healthy ageing (AT-8: *q* = 2.7, *p* = 0.20; PHF-1: *q* = 3.16, *p* = 0.12). Inclusions in *Cyfip2*^+/−^ mice had a characteristic flame shape which were absent in aged wild-types (AT-8: *t* = 8.17, *p* < 0.01; PHF-1: *t* = 5.28, *p* < 0.05). Scale bars are 10 µm. **f** Representative images of AT-8 staining in LEC of 12-month-old wild-type and *Cyfip2*^+/−^ mice (I–II). Higher magnification images showing laminar distribution of AT-8 in the LEC (III–IV). **g** Quantification of AT-8 positive staining in LEC across all layers showing increase in *Cyfip2*^+/−^ mice compared with aged wild-types (*t* = 10.23, *p* < 0.001). Scale bars are 100 µm. Data represent mean ± SEM and were analysed using one-way ANOVA with Tukey’s correction or Student’s *t* test. *n* = 3–4 animals per condition (individual animals shown as white dots). *p < 0.05; **p < 0.01; ***p < 0.001. L2-5 layers 2–5, LD lamina dissecans, LEC lateral entorhinal cortex, ml molecular layer, rf rhinal fissure, so stratum oriens, sr stratum radiatum.

Higher magnification images revealed the presence of more AT-8- and PHF-1-positive inclusions in 12-month-old *Cyfip2*^+/−^ mice in comparison to wild-type littermates (Fig. 3c–e). In contrast, 12-month-old wild-type mice did not have significantly more inclusions than 3-month-old wild-type mice (Fig. 3c–e). Importantly, among the inclusions in the *Cyfip2*^+/−^ hippocampus, several had a flame shape characteristic of pre-tangles and NFTs, which were never found in the wild-type littermates (Fig. 3c–e). These are likely to be pre-tangles due to the lack of positive staining in the hippocampus with Amytracker™, which, like Thioflavins, detects cross-β-sheet structures including NFTs^54^ (see next section; Supplementary Fig. 12a, IV–VI).

AT-8 and PHF-1 immunoreactivity was increased in hippocampal area CA1 and DG, but not in area CA3, of 12-month-old *Cyfip2*^+/−^ mice (Fig. 3a, b). These two sub-regions receive direct inputs from the entorhinal cortex where tau pathology is believed to initiate^55,56^. Therefore, we examined AT-8 and PHF-1 immunoreactivity in the lateral entorhinal cortex (LEC) of 12-month-old wild-type and *Cyfip2*^+/−^ mice. AT-8 immunoreactivity was significantly increased in LEC of 12-month-old *Cyfip2*^+/−^ mice compared with wild-type littermates (Fig. 3f, g). A qualitative comparison of the laminar distribution of AT-8 revealed that in wild-type mice, the staining was restricted to layers 2 and 3, as has been described previously in ‘healthy’ ageing studies^57^, whereas in *Cyfip2*^+/−^ mice, AT-8 immunoreactivity had progressed into deeper layers, including layer 5 (Fig. 3f, III–IV). No differences were found for PHF-1 IHC in LEC of 12-month-old wild-type or *Cyfip2*^+/−^ mice (Supplementary Fig. 9a, b).

To test whether increased AT-8 and PHF-1 immunoreactivity in the hippocampus could be due to augmented levels of tau protein, which itself is subject to local synthesis^58,59^, we assessed tau immunostaining in mouse brain sections. No differences were found in dendritic layers for CA1 or DG between 3-month-old and 12-month-old wild-type mice (Supplementary Fig. 10a–c). A significant increase was found in *so* and *sr* of area CA1 of 12-month-old *Cyfip2*^+/−^ mice compared with age-matched wild-types, but no difference was found in the ml of the DG (Supplementary Fig. 10a, c). Since the change in tau expression is much smaller, or even not detected, in comparison to the observed upregulation in tau phosphorylation at the AT-8 and PHF-1 sites (Fig. 3a, b), it is unlikely that the changes in tau phosphorylation are simply due to altered levels of tau protein expression. The differences observed were not due to background staining or age-related build-up of proteins (Supplementary Fig. 11).

### CYFIP2 reduction results in Aβ-positive accumulations in the mouse thalamus and astrocytic and microglial responses in the mouse hippocampus

Previously, we reported that 3–4-month-old *Cyfip2*^+/−^ mice had higher levels of soluble oligomeric Aβ_1-42_ in the hippocampus compared with age-matched wild-type mice^23^. We therefore hypothesised that increased levels of oligomeric Aβ_1-42_ could aggregate with age to result in Aβ_1-42_ accumulation in older mice, as it has been reported that mouse Aβ_1-42_ can aggregate, although less efficiently than human Aβ_1-42_^41^. We used immunohistochemical methods to search for amyloid plaques in 12-month-old wild-type and *Cyfip2*^+/−^ mice, using 3-month-old wild-type mice as control for effects of healthy ageing.

We used an anti-Aβ 4G8 antibody (aa 17–24) to detect endogenous rodent Aβ_1-42_ in mouse brain sections. In the hippocampus no positive immunohistochemical staining was observed for 4G8 across the three groups (Supplementary Fig. 12a I–III). However, in the thalamus, although no differences were observed for 4G8-positive staining between 3-month-old and 12-month-old wild-type mice (Fig. 4a I and II, b), a significant increase was found in 12-month-old *Cyfip2*^+/−^ mice when compared with age-matched controls (Fig. 4a II and III, b). This was reflected by the observation of several plaque-like inclusions localised predominantly to the somatosensory nuclei of the thalamus in these mice (Fig. 4a, IV).

**Fig. 4:**
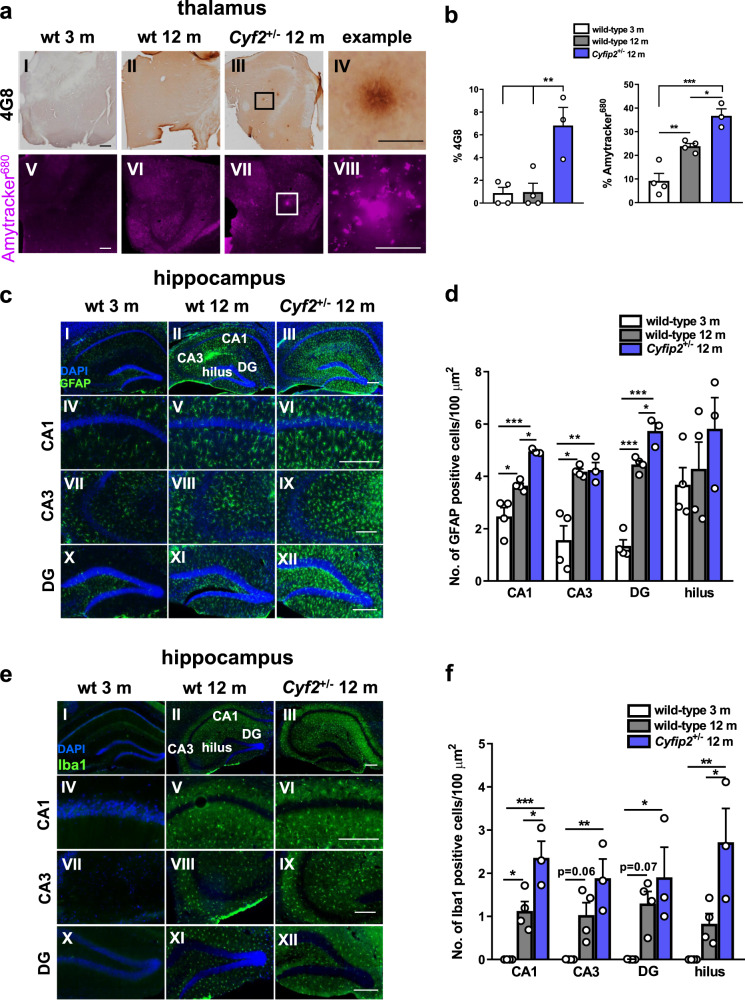
Reduced CYFIP2 expression results in thalamic Aβ accumulation and astrocytic and microglial responses in specific hippocampal sub-regions of 12-month-old mice. **a** Representative images of the thalamus from dorsal brain sections of wild-type mice at 3 months and 12 months, and *Cyfip2*^+/−^ mice at 12 months, labelled with an anti-4G8 antibody to detect Aβ (I–IV) and Amytracker^680^ (V–VIII). Scale bars are 50 µm in ‘example’ panels and 500 µm in all other panels. **b** Quantification of 4G8 staining, expressed as % of area sampled, detects Aβ accumulation in *Cyfip2*^+/−^ mice compared with aged wild-types (*q* = 6.07, *p* < 0.01), and no difference between young adult and aged wild-type mice (*q* = 0.11, *p* = 0.99). Quantification of Amytracker^680^ staining, expressed as % of area sampled, showed increased staining with healthy ageing (*q* = 6.04, *p* < 0.01), and a further significant increase in *Cyfip2*^+/−^ mice (*q* = 4.92, *p* < 0.05). **c** Representative images of dorsal hippocampal sections (I–III) from wild-type mice at 3 months and 12 months, and *Cyfip2*^+/−^ mice at 12 months, stained for GFAP. Higher magnification images of CA1 (IV–VI), CA3 (VII–IX) and DG (X–XII). Scale bars are 200 µm. **d** Quantification of GFAP-positive astrocytes in hippocampal sub-regions shown indicates an elevated astrocytic response across all hippocampal sub-regions except the hilus in 12-month-old wild-type mice compared with 3-month-old wild-types (CA1 *q* = 5.42, *p* < 0.05, CA3 *q* = 7.25, *p* < 0.01, DG *q* = 14.49, *p* < 0.0001, hilus *q* = 0.67, *p* = 0.88), and a further significant increase in 12-month-old *Cyfip2*^+/−^ mice compared with age-matched wild-types, specifically in area CA1 and DG, but not area CA3 or hilus (CA1 *q* = 5.59, *p* < 0.05, CA3 *q* = 0.16, *p* = 0.99, DG *q* = 5.54, *p* < 0.05, hilus *q* = 1.56, *p* = 0.54). **e** Representative images of dorsal hippocampal sections (I–III) from wild-type mice at 3 months and 12 months, and *Cyfip2*^+/−^ mice at 12 months, stained for Iba1. Higher magnification images of CA1 (IV–VI), CA3 (VII–IX) and DG (X–XII). Scale bars are 200 µm. **f** Quantification of Iba1-positive microglia in hippocampal sub-regions shown reveals an increased microglial response in area CA1 of 12-month-old wild-type mice compared with 3-month-old wild-type mice, and a trend for an increase in area CA3 and DG (CA1 *q* = 5.22, *p* < 0.05, CA3 *q* = 3.9, *p* = 0.06, DG *q* = 3.74, *p* = 0.07, hilus *q* = 2.25, *p* = 0.30) and a further increase in 12-month-old *Cyfip2*^+/−^ mice compared with age-matched wild-types, specifically in area CA1 and hilus (CA1 *q* = 5.31, *p* < 0.05, CA3 *q* = 3.01, *p* = 0.15, DG *q* = 1.62, *p* = 0.51, hilus *q* = 4.74, *p* < 0.05). Data represent mean ± SEM and were analysed using one-way ANOVA with Tukey’s correction. *n* = 3–4 animals per condition (individual animals shown as white dots). *p < 0.05; **p < 0.01; ***p < 0.001.

To further confirm the identity of these inclusions we also used the Amytracker™ range of fluorescent tracer molecules on brain sections. These dyes function in a manner similar to Thioflavins, cell-permeable benzothiazole dyes that fluoresce upon binding to cross-β-sheet structures, a defining feature of amyloid fibrils, and are therefore typically used for detection of amyloid plaques^54^. Amytracker™ allows improved amyloid detection compared with Thioflavin compounds, detecting levels of both fibrillar and pre-fibrillar proteins and peptides^54^. The dye revealed a trend for an increase in staining between 3-month-old and 12-month-old wild-type hippocampus (Supplementary Fig. 12a IV and V, b), but no further change was observed in 12-month-old *Cyfip2*^+/−^ mice (Supplementary Fig. 12a VI, b). However, in the thalamus, Amytracker^680^ showed significantly increased staining in 12-month-old wild-type mice compared with 3-month-old wild-types (Fig. 4a V and VI, c). This suggests that the dye most likely recognises other amyloid-like proteins besides Aβ, which are increased with ageing^60^. A further significant increase was found in 12-month-old *Cyfip2*^+/−^ mice (Fig. 4a VII, c). The dye also detected thalamic inclusions that resembled amyloid plaques, which were not present in age-matched wild-type mice (Fig.4a, VIII). These data strongly suggest that Aβ_1-42_ can accumulate in an age-dependent manner upon CYFIP2 reduction, although further characterisation of these inclusions is required.

Although plaques and tangles are two of the characteristic hallmarks of AD, there are several other pathological features such as gliosis, which is thought to be reactive to amyloid and tau pathology. To test whether 12-month-old *Cyfip2*^+/−^ mice have an astroglial response, mouse brain sections were analysed for glial fibrillary acidic protein (GFAP) expression, using IF. Increased numbers of GFAP-positive astrocytes were found across all hippocampal sub-regions except the hilus in 12-month-old wild-type mice compared with 3-month-old wild-types; a further significant increase was observed in 12-month-old *Cyfip2*^+/−^ mice compared with age-matched wild-types, specifically in area CA1 and DG, but not area CA3 or hilus (Fig. 4a, b). To test for the presence of a microglial response in 12-month-old *Cyfip2*^+/−^ mice, we used an antibody against ionised calcium-binding adapter molecule 1 (Iba1), a microglia/macrophage-specific calcium-binding protein, to ubiquitously detect microglia in mouse brain sections by IF. We found a significant increase in the number of Iba1-positive microglia in the CA1 region of 12-month-old wild-type mice compared with 3-month-old wild-type mice, and a trend for an increase in area CA3 and DG (Fig. 4c, d). In 12-month-old *Cyfip2*^+/−^ mice we found a further increase in area CA1 and hilus compared with age-matched controls (Fig. 4c, d). Taken together, our data show that *Cyfip2*^+/−^ mice display hippocampal gliosis.

Given that Aβ accumulations were found in the thalamus of aged *Cyfip2*^+/−^ mice and glial responses have been reported near the vicinity of plaques^61,62^, astrocytes and microglia were also quantified in the thalamus of mouse brain sections. Increased numbers of GFAP-positive astrocytes (Supplementary Fig. 13a I–III, b) and Iba1-positive microglia (Supplementary Fig. 13a IV–VI, c) were found in 12-month-old wild-type mice compared with 3-month-old wild-type mice. No further changes in astrocyte and microglial numbers (Supplementary Fig. 13a–c) were observed in the thalamus of 12-month-old *Cyfip2*^+/−^ mice. These data may suggest that the glial response in *Cyfip2*^+/−^ mice is reactive to phospho-tau or soluble Aβ_1-42_^23^, rather than Aβ accumulation.

### CYFIP2 reduction leads to dendritic spine loss in hippocampal CA1 neurons and impacts on contextual fear memory formation

Previously, we reported a change in dendritic spine morphology on apical dendrites of hippocampal CA1 neurons in 3–4-month-old *Cyfip2*^+/−^ mice compared with age-matched wild-type mice^23^. Specifically, young, adult *Cyfip2*^+/−^ mice have more immature long/thin-type spines and fewer mature stubby/mushroom-type spines, but the overall spine number is not changed^23^. Since with ageing CYFIP2 reduction causes tau pathology and gliosis in the hippocampus (Figs. 3 and 4), we tested whether this may result in spine loss in area CA1. We used Golgi–Cox impregnation to label neurons in brains from 12-month-old wild-type and *Cyfip2*^+/−^ mice, and quantified dendritic spines in the *stratum radiatum* of hippocampal CA1. We found that 12-month-old *Cyfip2*^+/−^ mice had an overall reduction in the number of dendritic spines compared with age-matched wild-types (Fig. 5a, b). Upon stratification, there was a trend for reduction in the number of stubby spines and a significant reduction in the number of mushroom spines, but no difference in thin spines or filopodia (Fig. 5c).

**Fig. 5:**
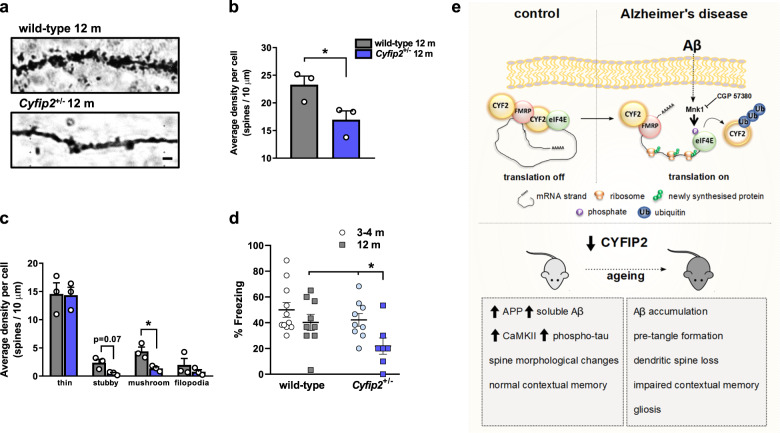
Reduced CYFIP2 expression causes loss of dendritic spines and age-dependent impairment in contextual memory formation. **a** Representative images of apical dendrites from hippocampal CA1 neurons impregnated with Golgi–Cox stain, from 12-month-old wild-type and *Cyfip2*^+/−^ mice. Scale bar is 1 µm. **b** Quantification of total number of dendritic spines per 10 µm length of dendrite reveals spine loss in the *Cyfip2*^+/−^ mice (*t* = 2.84, *p* < 0.05). **c** Quantification of numbers of dendritic spines stratified according to morphological parameters, indicating loss of mushroom (*t* = 3.76, *p* < 0.05) and stubby spines (*t* = 3.04, *p* = 0.07) in *Cyfip2*^+/−^ mice, but no difference in numbers of thin spines (*t* = 0.09, *p* = 0.93) or filopodia (*t* = 0.98, *p* = 0.42). **d** Quantification of percentage freezing in 3–4-month-old and 12-month-old wild-type and *Cyfip2*^+/−^ mice in the contextual fear-conditioning paradigm, showing significant differences in genotype and age for freezing (effect of genotype *F*_1,32_ = 4.84, *p* < 0.05; effect of age *F*_1,32_ = 6.47, *p* < 0.05; genotype and age interaction *F*_1,32_ = 0.78, *p* = 0.38). Post-hoc analysis shows 12-month-old *Cyfip2*^+/−^ mice freeze significantly less than 3–4-month-old *Cyfip2*^+/−^ mice (*q* = 3.25, *p* < 0.05) and 12-month-old wild-type mice (*q* = 2.92, *p* < 0.05). Data represent mean ± SEM and were analysed using Student’s *t* test or two-way ANOVA with Student–Newman–Keuls correction. *n* = 3 animals per condition for spine analysis, *n* = 7–11 animals per condition for behaviour (individual animals shown as dots or squares). *p < 0.05. **e** Proposed model of CYFIP2 dysregulation as a cause and consequence in Alzheimer’s disease pathogenesis. The schematic in the upper panel shows that in neurons of the healthy brain, mRNAs bound by FMRP are translationally repressed via the eIF4E-binding protein CYFIP2. In Alzheimer’s disease, increased production and/or reduced clearance of Aβ results in dissociation of this complex and prolonged translation of a subset of these mRNAs due to reduction of CYFIP2, which can be blocked by inhibition of Mnk1. The lower panel shows that in the young–adult mouse brain, loss of CYFIP2 elevates Aβ production and tau phosphorylation (at CaMKII sites), causes changes in dendritic spine morphology, and impairs spatial, but not contextual, memory. These effects are exacerbated by ageing, leading to accumulation of Aβ and of tau hyperphosphorylated at AT-8 and PHF-1 sites, dendritic spine loss, contextual memory impairment, and gliosis.

The age-related spine loss in *Cyfip2*^+/−^ mice is expected to exacerbate learning and memory deficits. We tested this in hippocampus-dependent contextual fear conditioning, using *Cyfip2*^+/−^ mice and wild-type littermates at 3–4 months or 12 months of age. We found that 12-month-old *Cyfip2*^+/−^ mice froze significantly less than 3–4-month-old *Cyfip2*^+/−^ mice and 12-month-old wild-type mice (Fig. 5d) strongly suggesting that ageing exacerbates memory impairment in *Cyfip2*^+/−^ mice.

## Discussion

The loss of synapses in AD is the best correlate of memory impairment and may result from build-up of amyloid-beta (Aβ_1-42_) peptides during disease progression. However, the precise roles of Aβ_1-42_ in synapse modification are poorly understood. Here, we show that in neurons Aβ_1-42_ regulates mRNA translation and modulates ribosomal association of several FMRP-bound mRNAs, primarily affecting synthesis of proteins related to synaptic function. We demonstrate that this is likely to be via a pathway involving Mnk1 and eIF4E, which results in reduction of the 4E-binding protein CYFIP2, most likely due to ubiquitination. Finally, we find that reduced expression of CYFIP2 in 12-month-old mice causes several phenotypes of the disease. These include development of phospho-tau accumulation in the hippocampus and entorhinal cortex, thalamic Aβ accumulation, hippocampal gliosis, dendritic spine loss and impaired hippocampus-dependent memory formation.

We propose a model where CYFIP2 reduction functions as both a cause and consequence of AD pathogenesis (Fig. 5e). Reduction of CYFIP2 levels may result from activation of the Mnk1-eIF4E-CYFIP axis by Aβ_1-42_ (Fig. 2). Once lost, a state of prolonged protein synthesis is proposed to further contribute to the toxic loop of Aβ_1-42_ production and tau hyperphosphorylation via increased synthesis of APP and αCaMKII protein, respectively^23^. Ageing processes, such as Tyr216 phosphorylation-dependent activity of GSK3β^53^, may then interact to drive accumulation of Aβ_1-42_ and hyperphosphorylated tau (Figs. 3 and 4) in the form of plaques and tangles. With age, CYFIP2 reduction also promotes a glial response (Fig. 4), which is likely to be secondary to neuronal injury due to the absence of CYFIP2 expression in glial cells^23^. Functionally, CYFIP2 reduction may cause a failure of immature spines to stabilise into mushroom spines via reduced WAVE function^63^, resulting in age-dependent loss of dendritic spines (Fig. 5). This correlates with an initial spatial memory retention deficit^23^, which is then further exacerbated to an additional impairment in contextual memory formation with age (Fig. 5).

The presence of key AD-like characteristics in 12-month-old *Cyfip2*^+/−^ mice suggests it is useful as a model of AD. Amyloid pathology has previously been detected upon overexpression of mutant human APP, or humanisation of the murine Aβ_1-42_ sequence in a knock-in model^64^. Rodent Aβ_1-42_ differs from the human sequence by three amino acids (Arg^5^, Tyr^10^, and His^13^ are replaced by Gly, Phe and Arg, respectively); as His^13^ is required for Aβ_1-42_ fibrillogenesis, it makes rodent Aβ_1-42_ less prone to forming amyloid aggregates^39^. A proteolytic processing difference between species may result in protection of the mouse sequence against β-secretase processing^40^; however, overexpression of murine Aβ_1-42_ can lead to formation of morphologically distinct plaques in an age-dependent manner, suggesting rodent Aβ_1-42_ can aggregate, but less efficiently than the human peptide^41^. At 12 months, *Cyfip2*^+/−^ mice develop Aβ_1-42_ accumulations in the thalamus, a vulnerable brain region^65,66^, which is understudied in AD research^67^. Further characterisation will therefore be required of these Aβ_1-42_-positive inclusions in the *Cyfip2*^+/−^ mouse model.

AD-related tau pathology is particularly difficult to model, generally only occurring independently when non-physiological amounts of tau protein are overexpressed or when a point mutant version of tau is expressed, with the limitation that *MAPT* mutations do not cause AD^64^. Similarly, pre-tangle-like tau inclusions are only found following co-expression of familial AD-causing mutant human APP^64^, and not in double knock-in mice having both humanised APP and tau^68^. Instead, the *Cyfip2*^+/−^ mouse model, which lacks one copy of an endogenous gene, rendering lower expression of CYFIP2 similar as that present in post-mortem AD brain^23^, shows stereotypical progression of phospho-tau accumulation^55,69^, and may therefore be a more physiological model of sporadic AD-related tau pathology. This has the promise to allow mechanistic understanding of the emergence of both amyloid and tau abnormalities in AD.

Our study shows direct evidence that nanomolar concentrations of Aβ_1-42_ preparations that include oligomers increase mRNA translation, particularly of specific transcripts that are predicted to be regulated by FMRP. The presence of unique candidates within both vehicle- and Aβ_1-42_-treated groups suggests the regulation of translation by Aβ_1-42_ is complex, as some mRNAs are preferentially translated or untranslated, while many mRNA transcripts are unaffected. Further analysis will be required to identify common elements of these transcripts, as well as association or localisation to distinct polyribosomal populations. Our data suggest evidence for a biphasic regulation of protein synthesis in AD. In earlier stages there could be an increase in translation of specific mRNA transcripts, eventually leading to deposition of particular proteins. In later stages of the disease global protein synthesis may be shunted as a compensatory response^70^, ultimately leading to neurodegeneration^71^. Several lines of evidence suggest that prior to inducing neurotoxicity Aβ_1-42_ can function as a beneficial agent^72^, with its functions ranging from anti-microbial to enhancement of long-term potentiation and memory, akin to a neurotrophic factor^73^. Our finding that nanomolar doses of Aβ_1-42_ enhance translation overall, via a pathway also modulated by the neurotrophin BDNF^74^, lends support to this idea. As Aβ_1-42_-induced signalling results in dissociation between eIF4E and both CYFIP1 and CYFIP2, it might regulate the translation of both CYFIP1 and 2-regulated mRNAs. However, the reduction of CYFIP2, but not CYFIP1, may act as a switch between reversible and irreversible processes, driving pathology.

Given that our data suggest that CYFIP2 reduction by Aβ_1-42_ can be blocked by Mnk1 inhibition, and CYFIP2 reduction results in age-dependent AD-like pathology in the mouse brain, we propose Mnk1 as a therapeutic target in AD. Our study finds tentative evidence that Mnk1 dysregulation may be associated with AD, and a previous report indicates excessive eIF4E phosphorylation in the AD brain^43^. The usefulness of Mnk inhibitors for the treatment of AD has already been noted, in part due to the role of these kinases in tau phosphorylation (patent no. WO2009065596A2)^75^. Our study sheds further light on the involvement of Mnk1 in AD, highlighting novel therapeutic avenues. The compound used in this study is unstable in vivo; however, a different Mnk inhibitor such as eFT508 which is already in clinical trials for treatment of solid tumours and lymphomas^45^ may be suitable.

In conclusion, our study suggests that CYFIP2 reduction plays a pivotal role in AD pathogenesis and modelling its dysregulation will provide more physiological models of the disease. Our data also identify an upstream pathway which may be implicated in disease pathogenesis and can therefore be targeted for therapeutic intervention.

## Supplementary information

Supplementary Information

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

# Supplementary material for: Alzheimer’s disease-related dysregulation of mRNA translation causes key pathological features with ageing
**Source:** Transl Psychiatry. 2020 Jun 16;10:192. doi: 10.1038/s41398-020-00882-7
**Supplement:** Supplementary file 1 — Supplementary Information

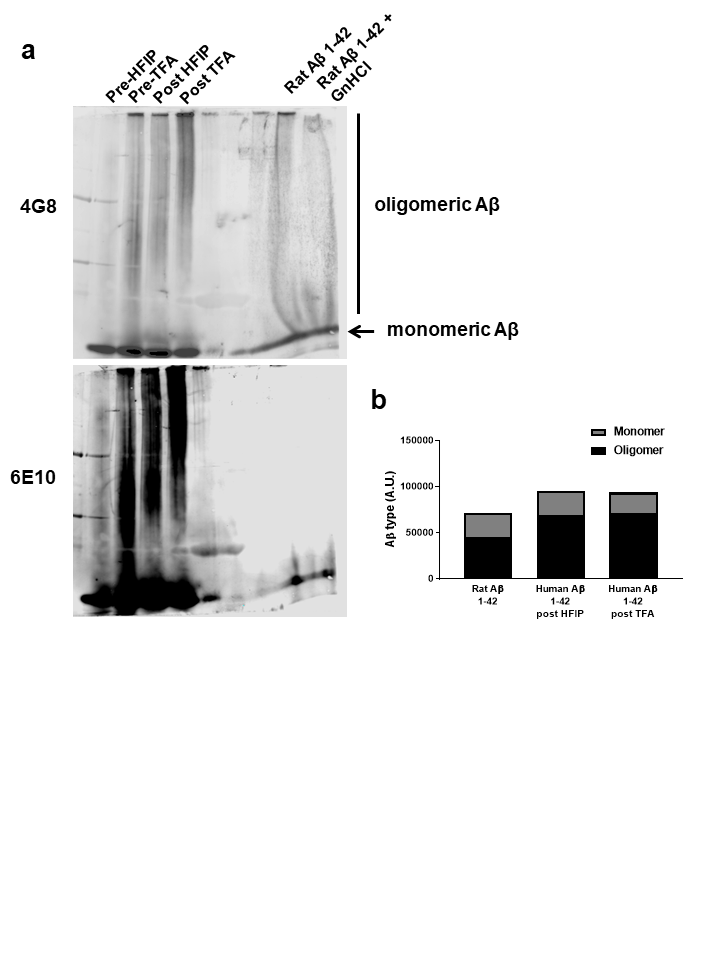

**Supplementary Figure 1.** **Composition of Aβ_1-42_ peptides used in this study, as determined by Native-PAGE.** **a** Western blot to profile Aβ_1-42_ generated. The first two lanes (“pre”) show monomeric human Aβ_1-42_ peptides solubilised in hexafluoroisopropanol (HFIP) or trifluoroacetic acid (TFA). The second two lanes (“post”) show these peptides following evaporation of solvent and oligomerisation in PBS at 37°C for 3 hours. The last two lanes show synthetic rat Aβ_1-42_ peptides prepared as detailed, before and after treatment with guanidine hydrochloride (GnHCl) which breaks down oligomers. The anti-4G8 (Aβ, aa 17-24) antibody is able to detect both the human and rat peptides, whereas the anti-6E10 (Aβ, aa 1-16) antibody can only detect the human peptide due to the sequence differences between species in this region of the peptide. **b** Quantification of the ratio of monomers to oligomers produced by the three different methods as detected by the anti-4G8 antibody, showing that the method used in this study with rat Aβ_1-42_ peptides generates fewer oligomers compared to monomers than standard methods using the human Aβ_1-42_ peptide. Only rat peptides were used in this study.

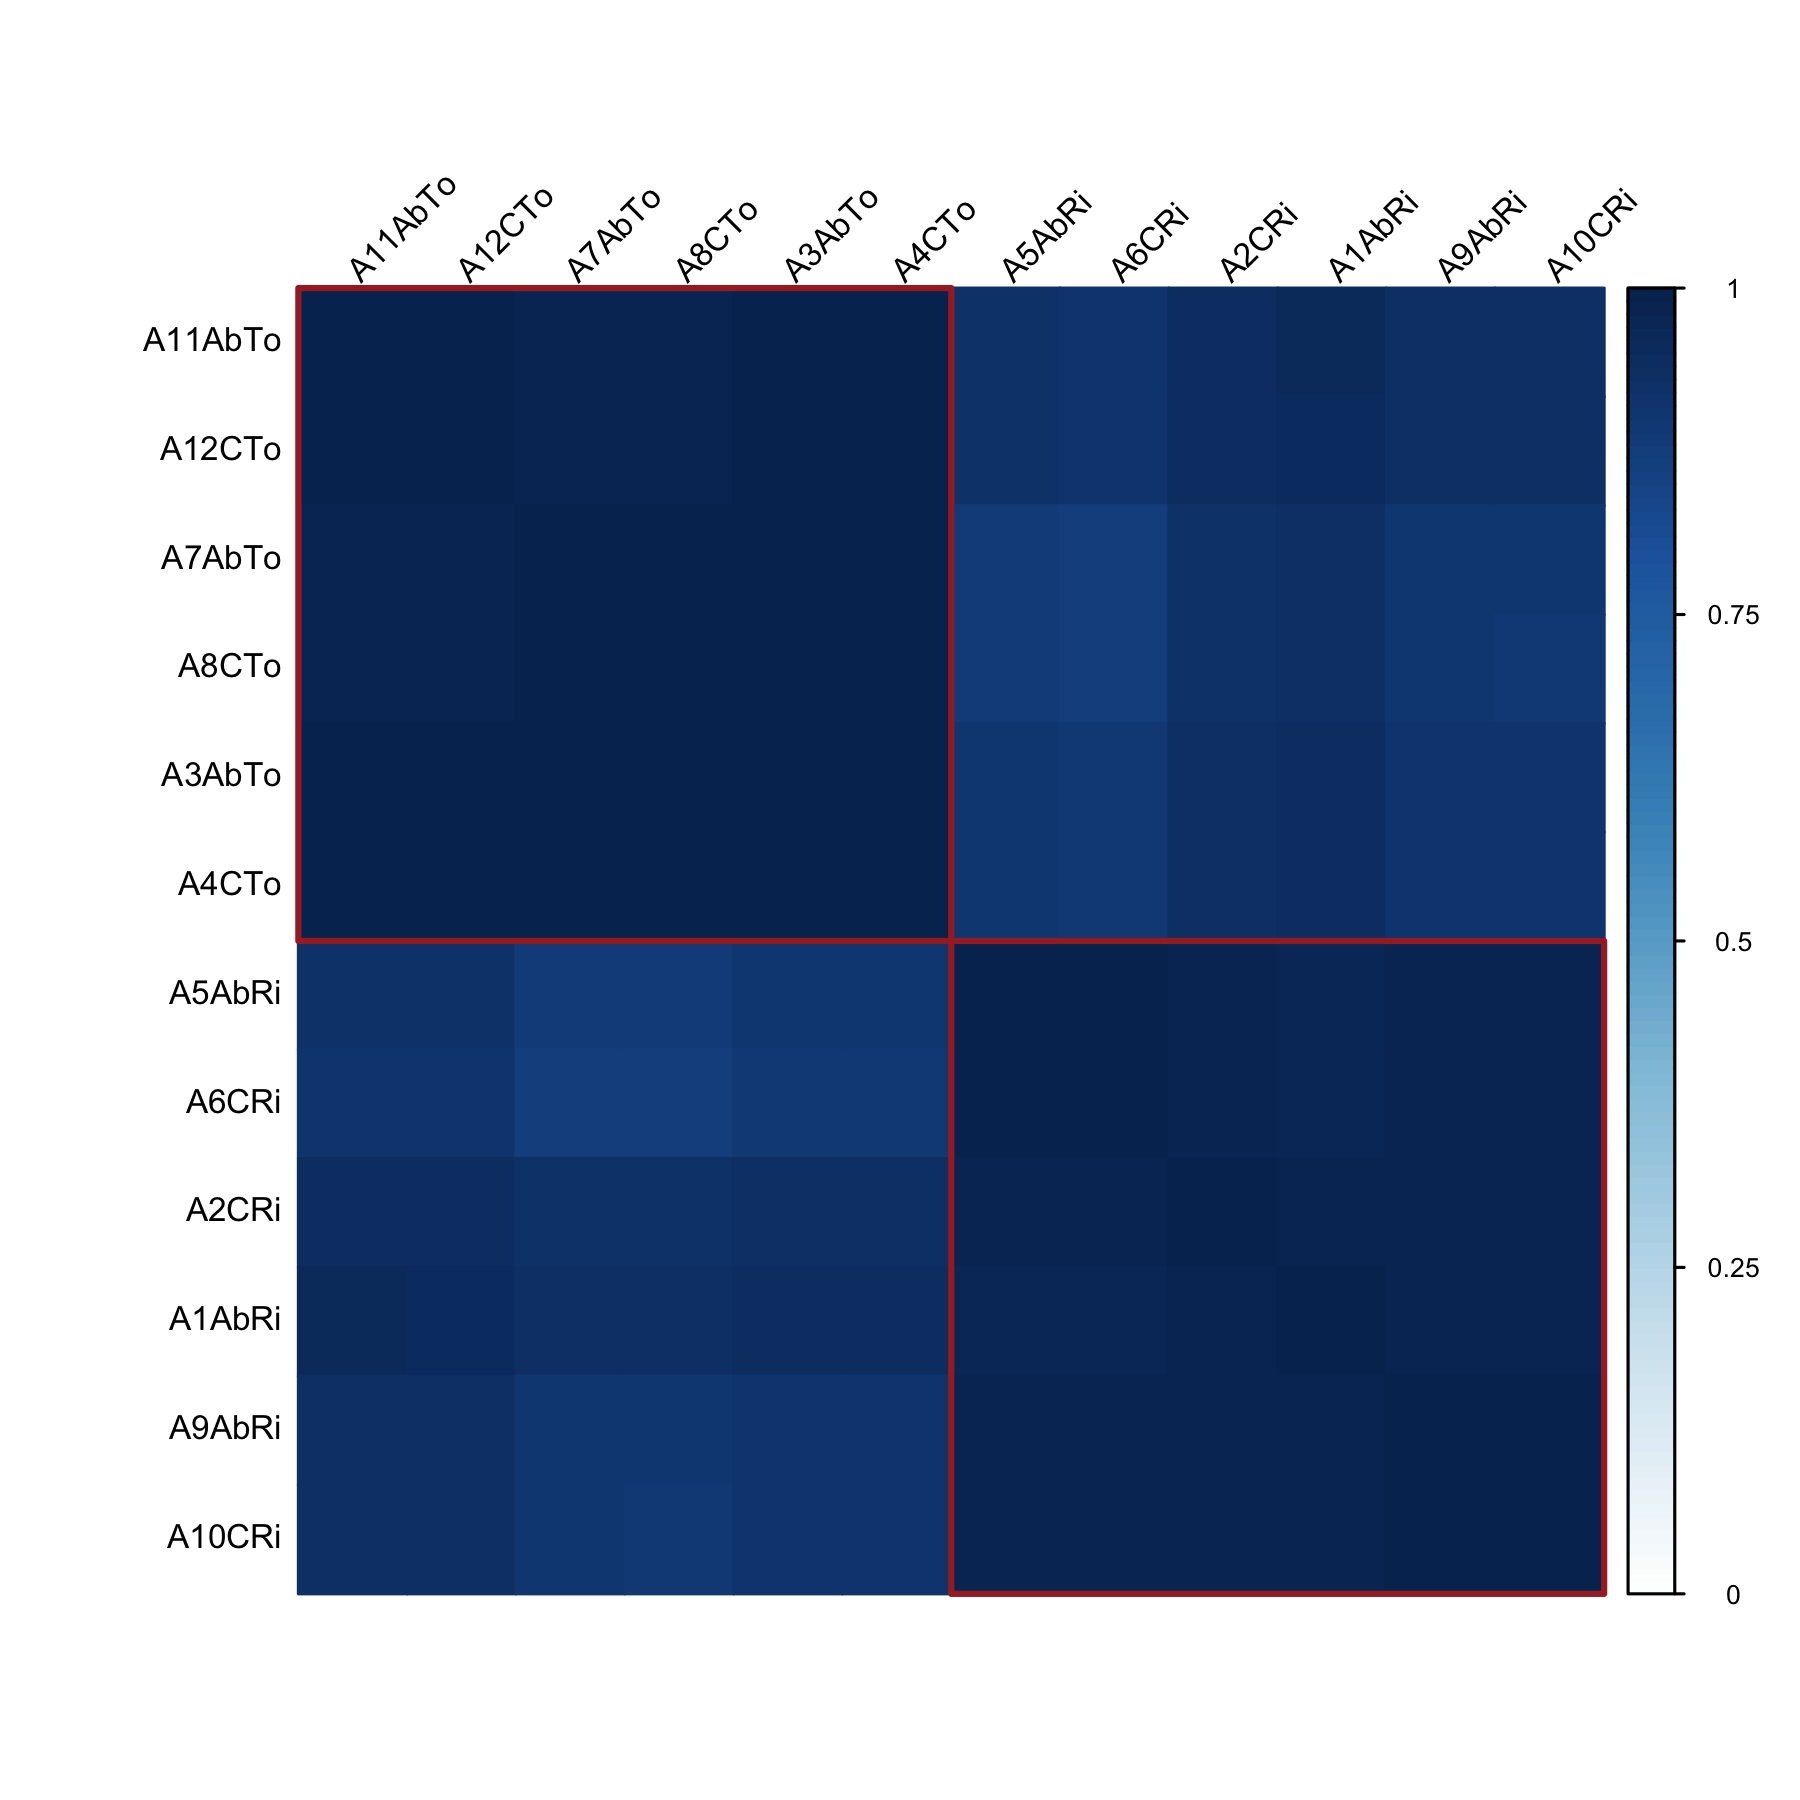

**Supplementary Figure 2.** Correlation plot showing a closer correlation within total mRNA samples and ribosome-enriched samples, in a subcellular fraction-dependent manner. This suggests that the ribosomal enrichment protocol results in distinct mRNA populations which are similar across different biological replicates. All mRNAs detected (FPKM) were employed in generating these plots.

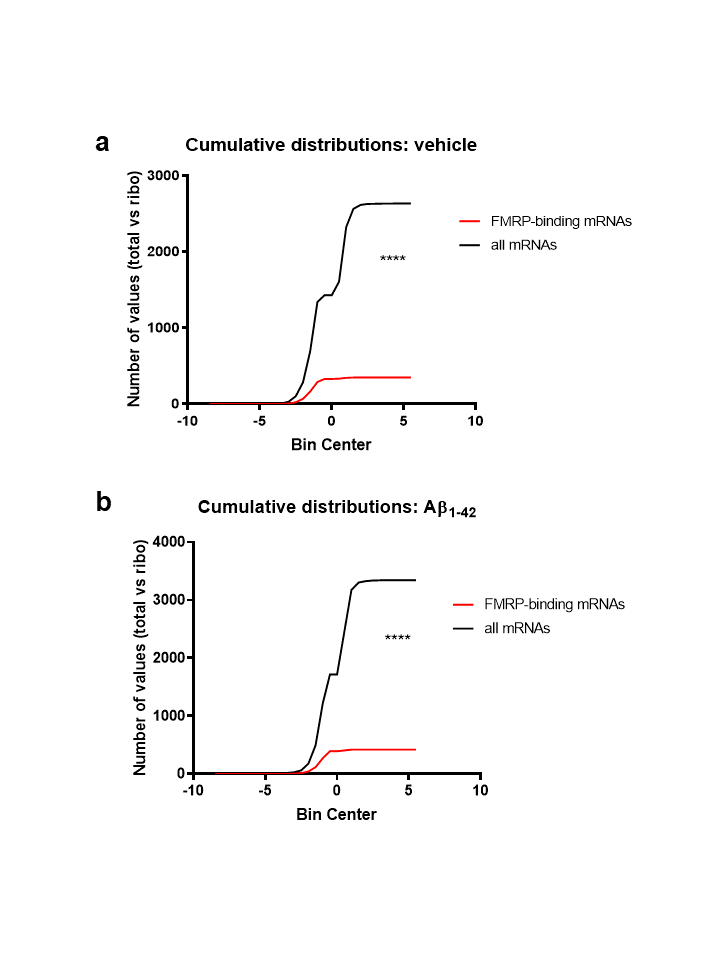

**Supplementary Figure 3.** **FMRP targets are present in both vehicle and Aβ_1-42_-treated cells. a** and **b** Cumulative distributions of mRNA changes of ‘Total’ versus ‘Ribo’ in vehicle (**a**) and Aβ_1-42_ (**b**) for FMRP versus non-FMRP targets. These graphs show that the prediction of FMRP binding causes a change in the distribution of mRNA changes between total and ribosome-enriched fractions in both vehicle- and Aβ-treated cells. **** *p* < 0.0001.

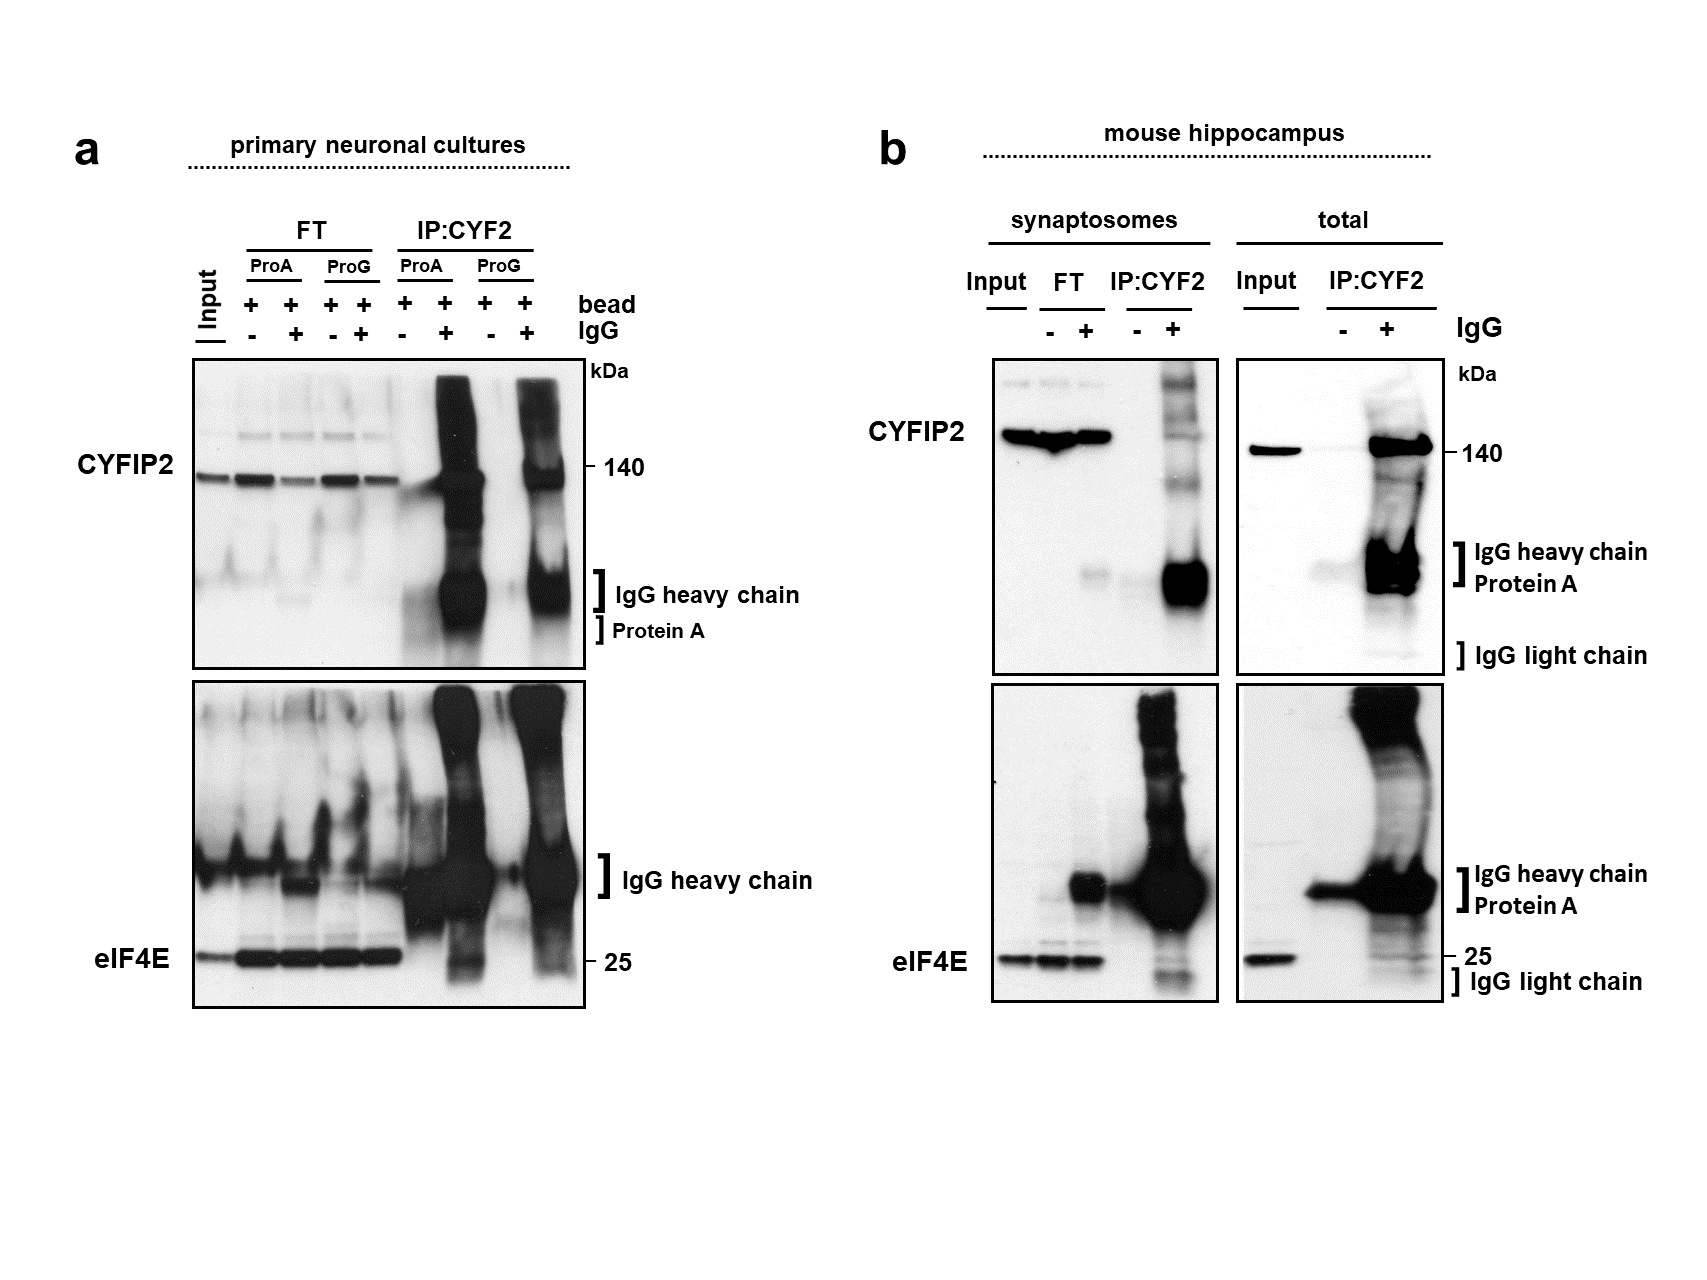

**Supplementary Figure 4.** **CYFIP2 co-immunoprecipitates with eIF4E in rat primary cortical neurons and in the mouse hippocampus.** **a** Blot showing immunoprecipitation of CYFIP2 using a primary antibody against rabbit CYFIP2 (IgG) in lysates prepared from rat primary cortical neurons at 28 DIV. Beads covalently coupled with either Protein A (**ProA**) or Protein G (**ProG**) were tested to determine efficacy. The input, FT, and IP fractions were visualised by immunoblotting for CYFIP2 and eIF4E. **b** Blots showing immunoprecipitation of CYFIP2 using the same primary antibody against rabbit CYFIP2 (IgG) in either the crude synaptosomal fraction (left) or in the total homogenate (right) prepared fresh from the mouse hippocampus. Protein A-coupled beads were used, and the input, FT, and IP were visualised by immunoblotting for CYFIP2 and eIF4E. **FT** flow-through, **IP** immunoprecipitate.

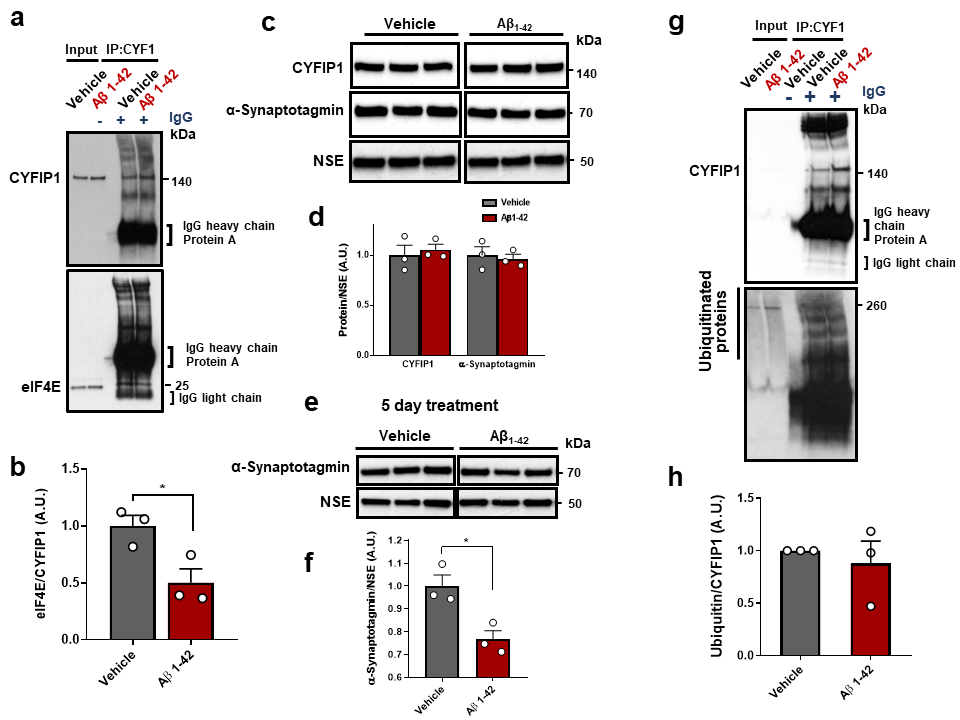

**Supplementary Figure 5.** **Aβ_1-42_ treatment results in dissociation between CYFIP1 and eIF4E but does not change CYFIP1 levels**. **a** Blots showing immunoprecipitation of CYFIP1 using a primary antibody against rabbit CYFIP1 (IgG) in lysates prepared from rat primary cortical neurons at 28 DIV, treated for 24 hours with vehicle or 100 nM Aβ1-42. The input, FT, and IP fractions were visualised by immunoblotting for CYFIP1 and eIF4E. **b** Quantification of eIF4E bound to CYFIP1 pulled down in the IP fraction in vehicle- and Aβ_1-42_-treated cells (t=3.24, p<0.05). **c** Blots showing levels of CYFIP1, α-synaptotagmin and NSE in 28 DIV primary cortical neurons after 24-hour treatment with vehicle or Aβ_1-42_ at 100 nM. **d** Quantification of CYFIP1 (t=0.46, p=0.67) and α-synaptotagmin (t=0.4, p=0.71) normalised to levels of NSE. **e** Blots showing levels of α-synaptotagmin and NSE in 28 DIV primary cortical neurons after 5-day treatment with vehicle or Aβ_1-42_ at 100 nM. **f** Quantification of α-synaptotagmin normalised to levels of NSE (t=3.8, p<0.05). **g** Blots showing immunoprecipitation of CYFIP1 in primary cortical neurons treated for 24 hours with vehicle or 100 nM Aβ_1-42_. The input, FT, and IP fractions were visualised by immunoblotting for CYFIP1 and ubiquitin. **h** Quantification of ubiquitinated proteins normalised to CYFIP1 pulled down in the IP fraction in vehicle- and Aβ_1-42_-treated cells (t=0.23, p=0.84). Data represent mean ± SEM. n=3 biological replicates (individual experiments shown as white dots). * *p* < 0.05. **FT** flow-through, **IP** immunoprecipitate.

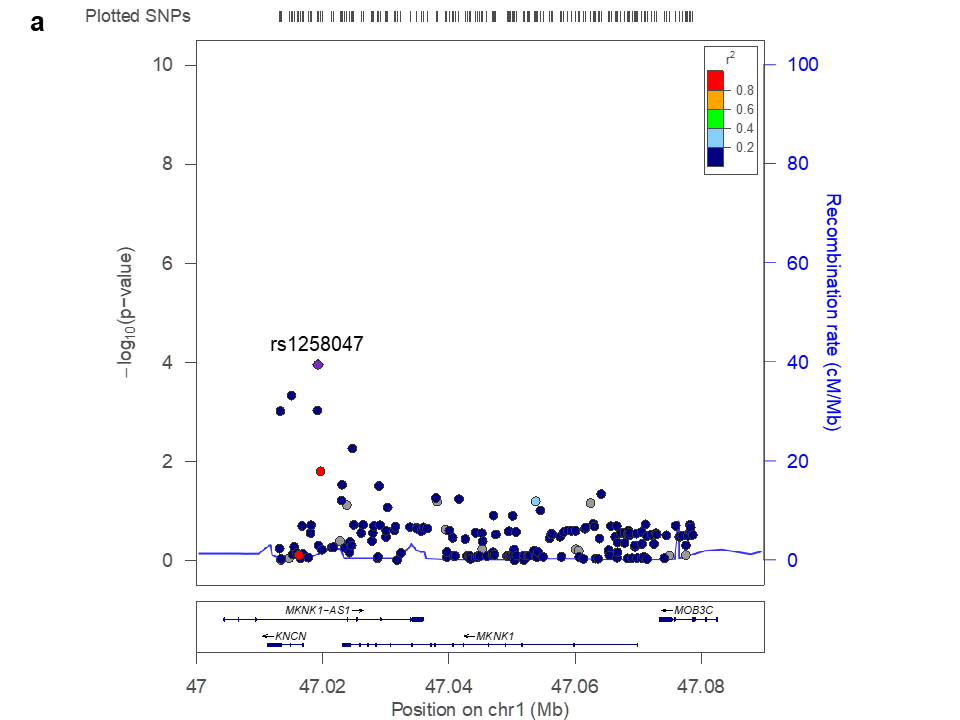

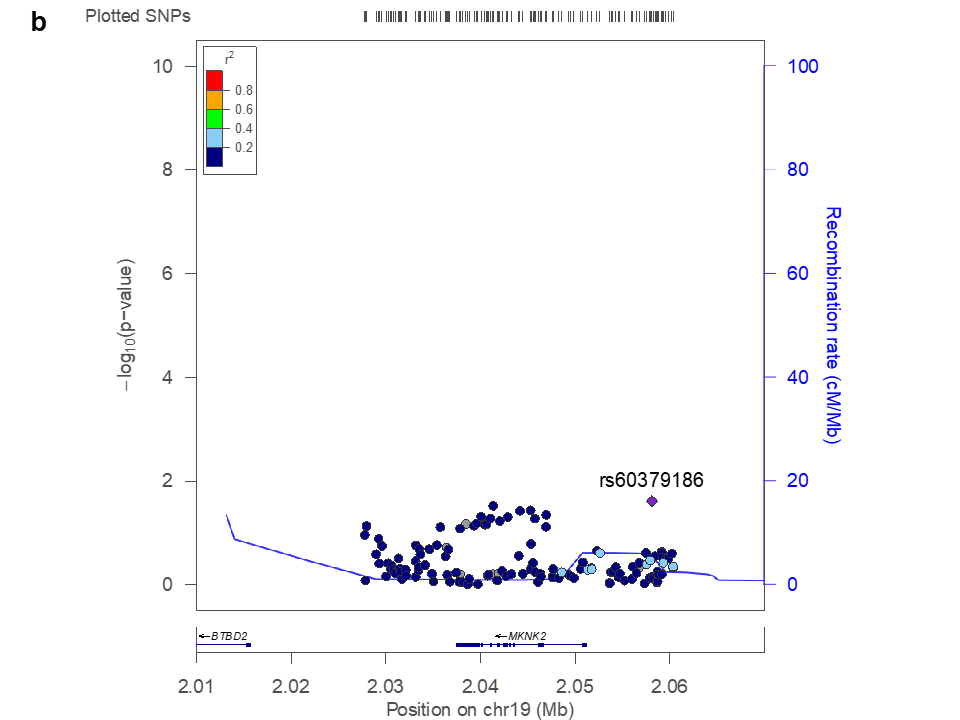

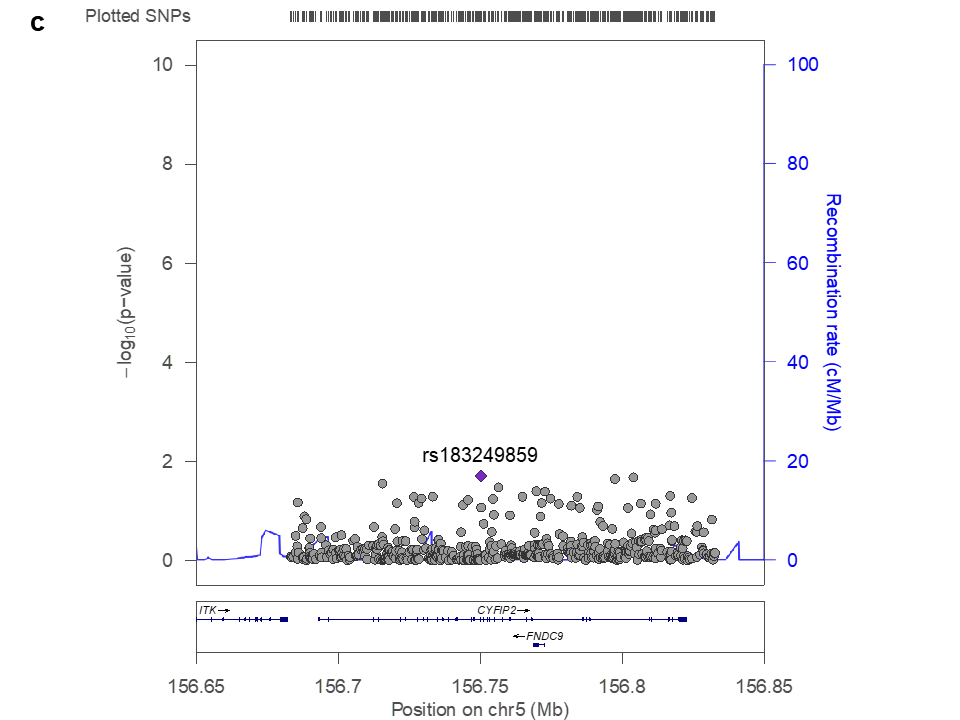

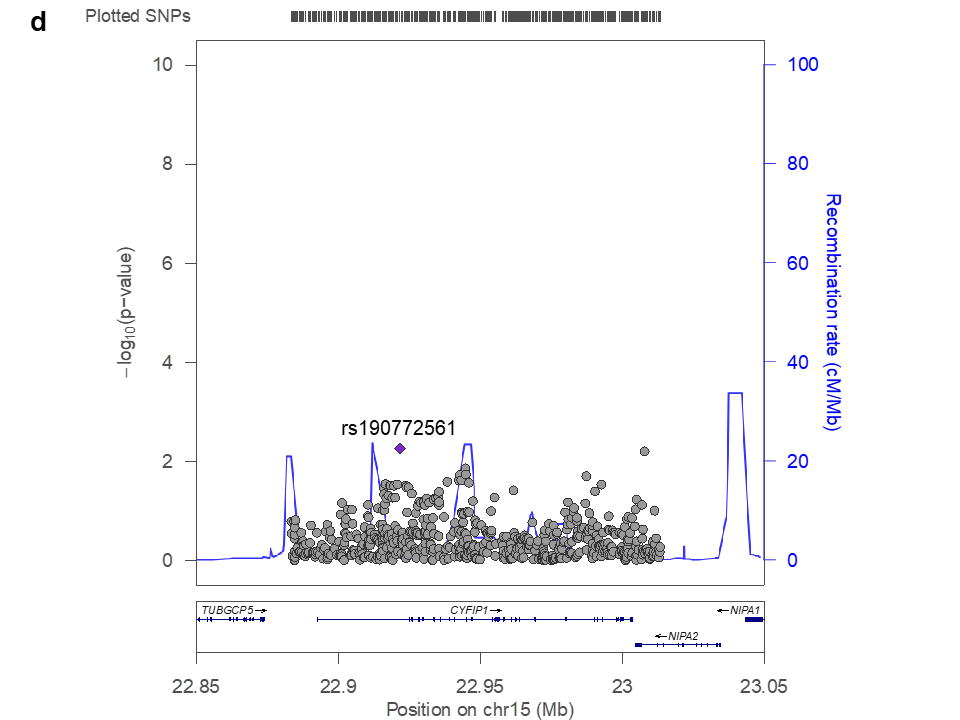

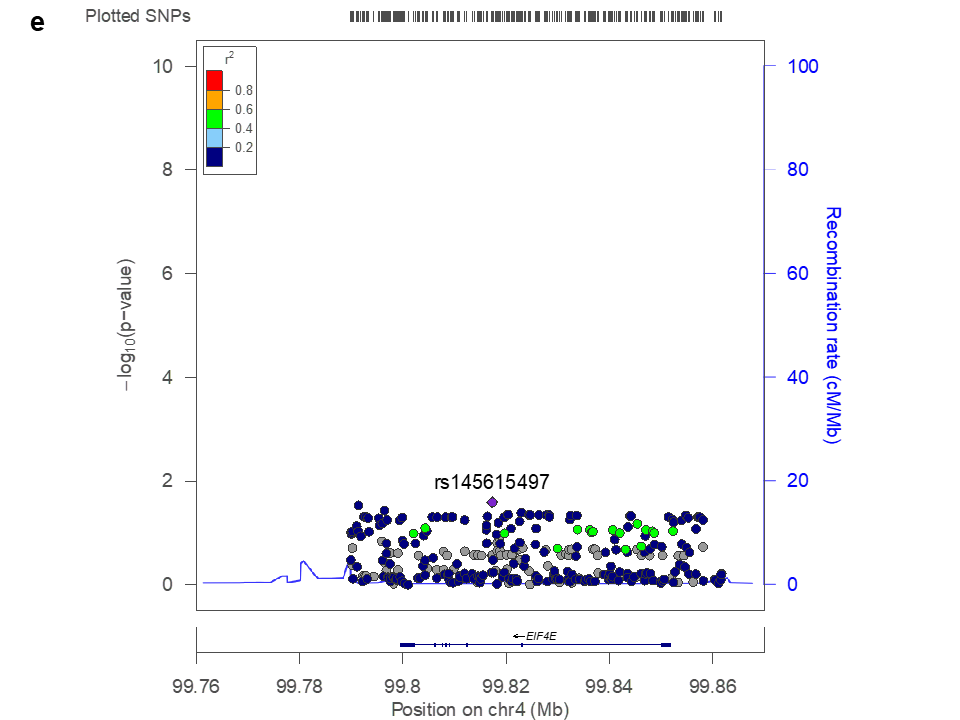

**Supplementary Figure 6. Plots showing single nucleotide polymorphisms (SNPs) within five genes, *MKNK1*, *MKNK2*, *CYFIP2*, *CYFIP1*, and *EIF4E*, tested for association with Alzheimer’s disease (AD).** No SNPs were associated with AD following correction for multiple testing. The strongest association was observed with SNP rs1258047 ~6.3 kb downstream of *MKNK1* (OR=1.474, 95% CI: 1.21 - 1.79, p=0.0001, Q=0.075). No usable LD information was available for the top SNP for *CYFIP1* and *CYFIP2* SNPs (shown as grey dots).

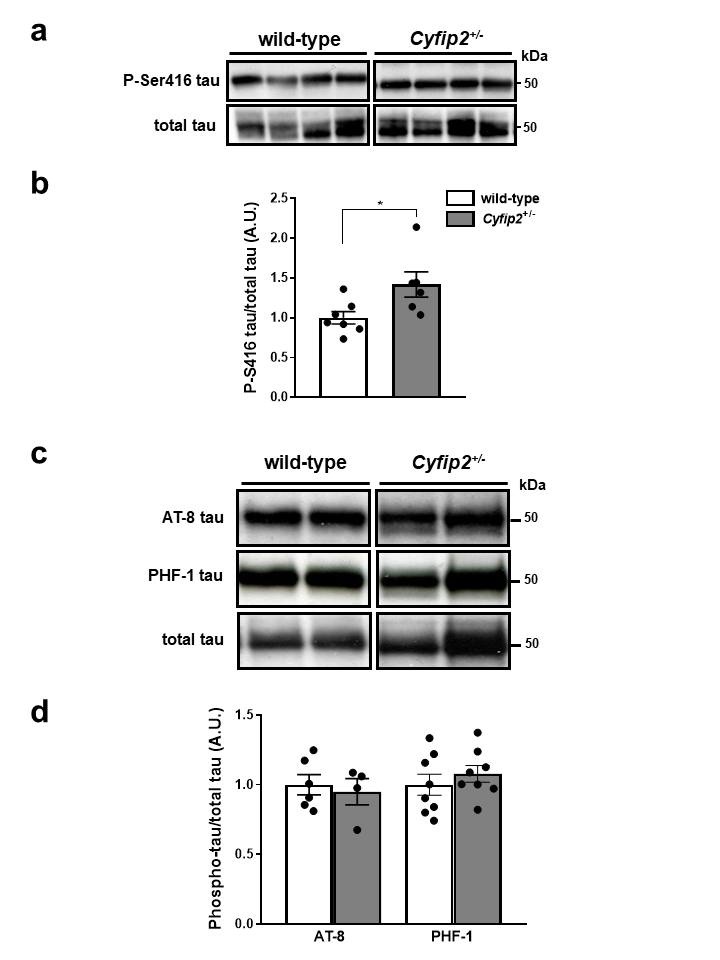

**Supplementary Figure 7. Tau phosphorylation at Ser416, but not at AT-8 or PHF-1 sites, is increased in hippocampal synaptosomes of 3-4-month-old *Cyfip2*^+/-^ mice.** **a** Representative blots of phospho-Ser416 tau and total tau in synaptosomes prepared from hippocampal tissue from 3-4-month-old *Cyfip2*^+/-^ mice and wild-type littermates. **b** Quantification of phospho-Ser416 levels normalised to total tau reveals a significant increase in young, adult *Cyfip2*^+/-^ mice (t=2.38, p<0.05). **c** Representative blots of AT-8 and PHF-1 phospho-tau and total tau in synaptosomes prepared from hippocampal tissue from *Cyfip2*^+/-^ and wild-type mice. **d** Quantification of AT-8 (t=0.42, p=0.69) and PHF-1 (t=0.8, p=0.44) levels normalised to total tau in the synaptosomal fraction does not detect a difference between genotypes. Data represent mean ± SEM. n=4-8 animals per condition (individual animals shown as black dots). * *p* < 0.05.

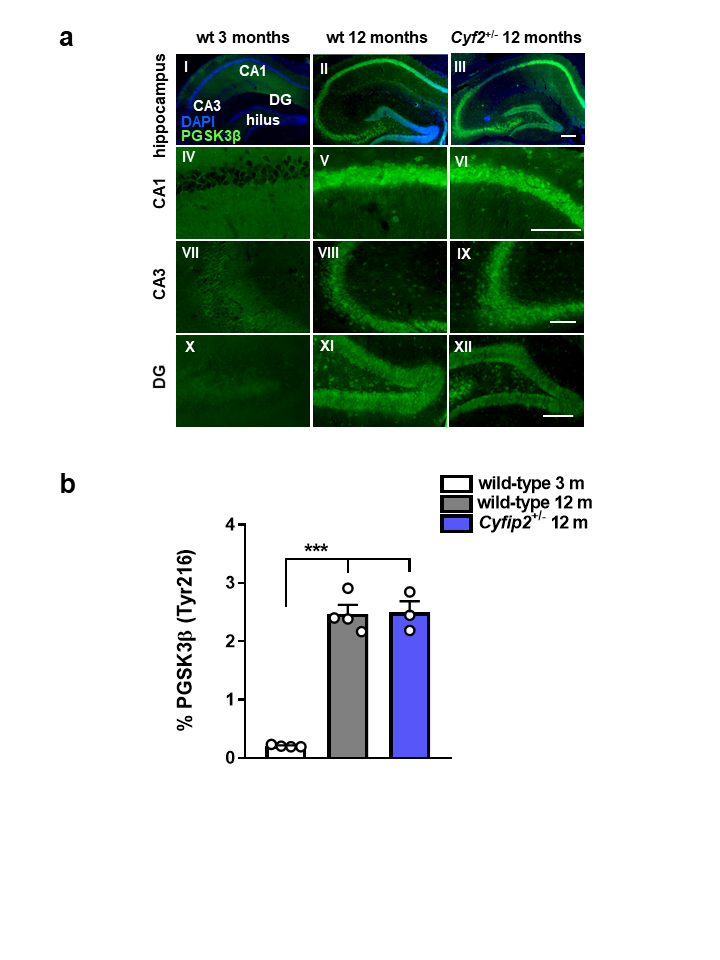

**Supplementary Figure 8. Phosphorylation of GSK3β at Tyr216 is increased in the mouse hippocampus with ageing.** **a** Representative images of dorsal hippocampal sections (**I-III**) from wild-type mice at 3 months and 12 months, and *Cyfip2*^+/-^ mice at 12 months, stained for GSK3β phosphorylated at Tyr216. Higher magnification images of CA1 (**IV-VI**), CA3 (**VII-IX**) and DG (**X-XII**). Scale bars are 200 µm. **b** Quantification of phosphoGSK3β (Tyr216) across the entire dorsal hippocampus demonstrates that this phosphorylation event is increased with ‘healthy’ ageing (q=17.71, p<0.001) but not changed further in *Cyfip*2^+/-^ mice (q=0.2040, p=0.98). Data represent mean ± SEM. n=3-4 animals per condition (individual animals shown as white dots). *** *p* < 0.001.

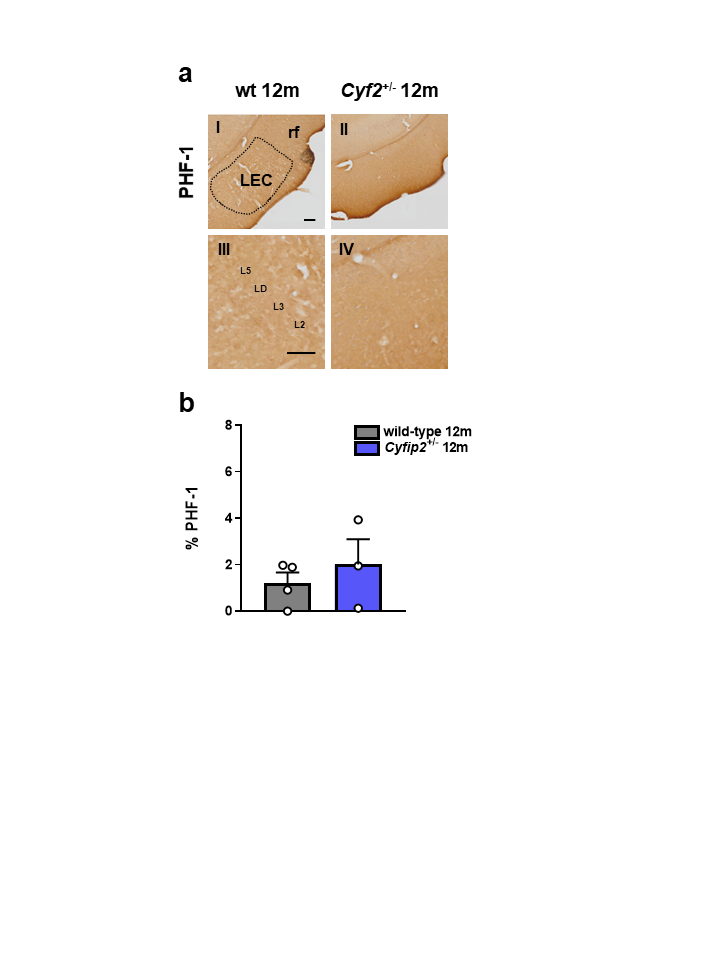

**Supplementary Figure 9. Negligible PHF-1 positive immunostaining in the entorhinal cortex of 12-month-old *Cyfip2*^+/-^ and wild-type mice.** **a** Representative images of PHF-1 staining in **LEC** of 12-month-old *Cyfip2*^+/-^ and wild-type mice (**I-II**). Higher magnification images of PHF-1 in the LEC (**III-IV**). **b** Quantification of PHF-1 positive staining in LEC does not detect a difference between genotypes (t=0.67, p=0.55). Scale bars are 100 µm. Data represent mean ± SEM. n=3-4 animals per condition (individual animals shown as white dots). **L2-5** layers 2-5 **LD** *lamina dissecans* **LEC** lateral entorhinal cortex **rf** rhinal fissure.

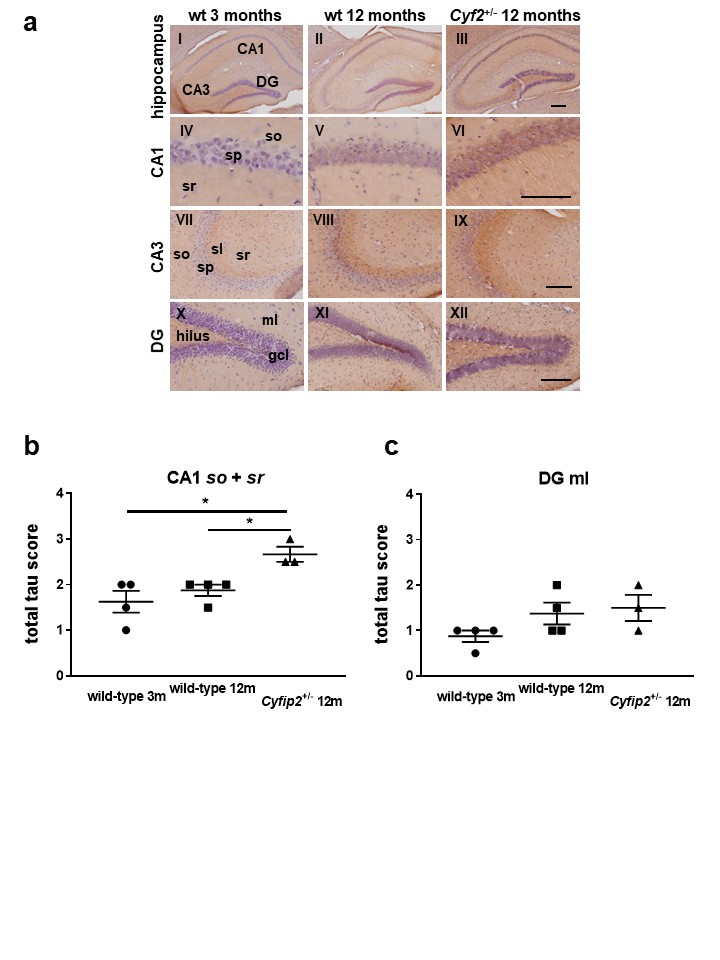

**Supplementary Figure 10. Restricted change in tau levels in 12-month-old *Cyfip2*^+/-^ mice. a** Representative images of dorsal hippocampal sections from wild-type mice at 3 months and 12 months, and *Cyfip2*^+/-^ mice at 12 months, immunohistochemically stained for total tau (**I-III**) and haemotoxylin to label nuclei. Higher magnification images of hippocampal areas CA1 (**IV-VI**), CA3 (**VII-IX**) and DG (**X-XII**). Scale bars are 200 µm. **b** Analysis of DAB staining in ***so*** and ***sr*** of area CA1 and the **ml** of the dentate gyrus indicates that tau levels are not increased in 12-month-old wild-types compared to 3-month-old wild-types (CA1 q=1.39, p=0.60; DG q=2.41, p=0.26). Tau levels are increased in 12-month old *Cyfip2*^+/-^ mice compared to age-matched wild-types in area CA1 (q=1.39, p=0.048), but not DG (q=0.56, p=0.92). Importantly, this change is much more restricted than the elevation of tau phosphorylation at AT8 and PHF-1 sites in these mutants (see, Fig. 3a, b). Data represent mean ± SEM. n=3-4 animals per condition (individual animals shown as data points). * *p* < 0.05, ** *p* < 0.01. **gcl** granular cell layer **ml** molecular layer **sl** *stratum lucidum* **so** *stratum oriens* **sp** *stratum pyramidale* **sr** *stratum radiatum*.

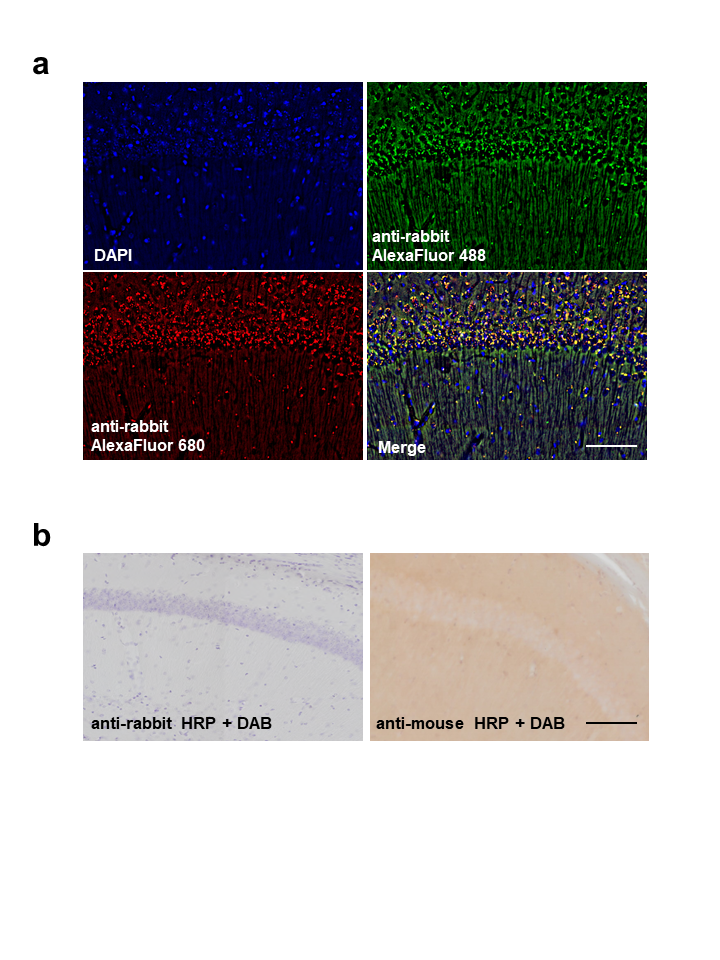

**Supplementary Figure 11.** **Staining detected in aged tissues is specific and not due to background or age-related protein build-up. a** Images of area CA1 of dorsal hippocampus from 12-month-old wild-type mice treated only with relevant fluorescent secondary antibodies and DAPI, and no primary antibodies. **b** Images of area CA1 of dorsal hippocampus from 12-month-old wild-type mice treated only with relevant HRP-tagged secondary antibodies and DAB, and counter-stained with haematoxylin, and no primary antibodies. Scale bars are 100 µm.

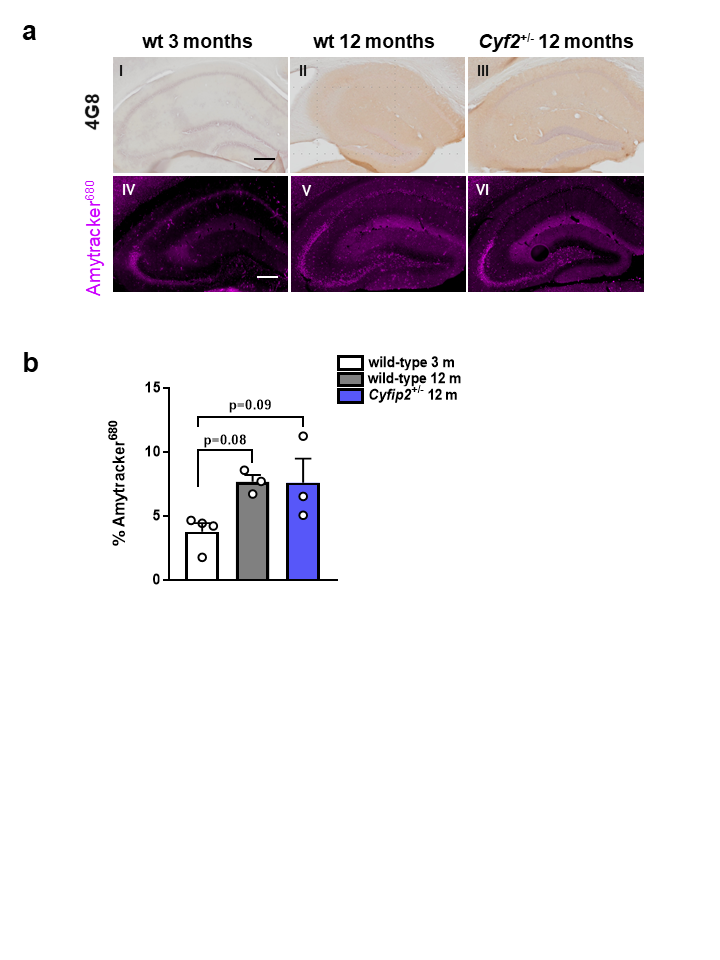

**Supplementary Figure 12. No changes in 4G8 or Amytracker^680^ staining in the hippocampus of 12-month-old wild-type and *Cyfip2*^+/-^ mice.** **a** Representative images of dorsal hippocampal sections from wild-type mice at 3 months and 12 months, and *Cyfip2*^+/-^ mice at 12 months, immunohistochemically stained for anti-4G8 antibody to detect Aβ (**I-III**) and Amytracker^680^ (**IV-VI**). Nuclei were labelled with haemotoxylin or DAPI, respectively. Scale bars are 200 µm. **b** Quantification of Amytracker^680^ staining, expressed as % of area sampled shows a trend for an increase in healthy ageing (q=3.6, p=0.08) but does not reveal a difference between aged genotypes (q=0.05, p=0.99). No 4G8-positive staining was detected across groups in the hippocampus, although aged tissues have higher background staining. Data represent mean ± SEM. n=3-4 animals per condition (individual animals shown as white dots).

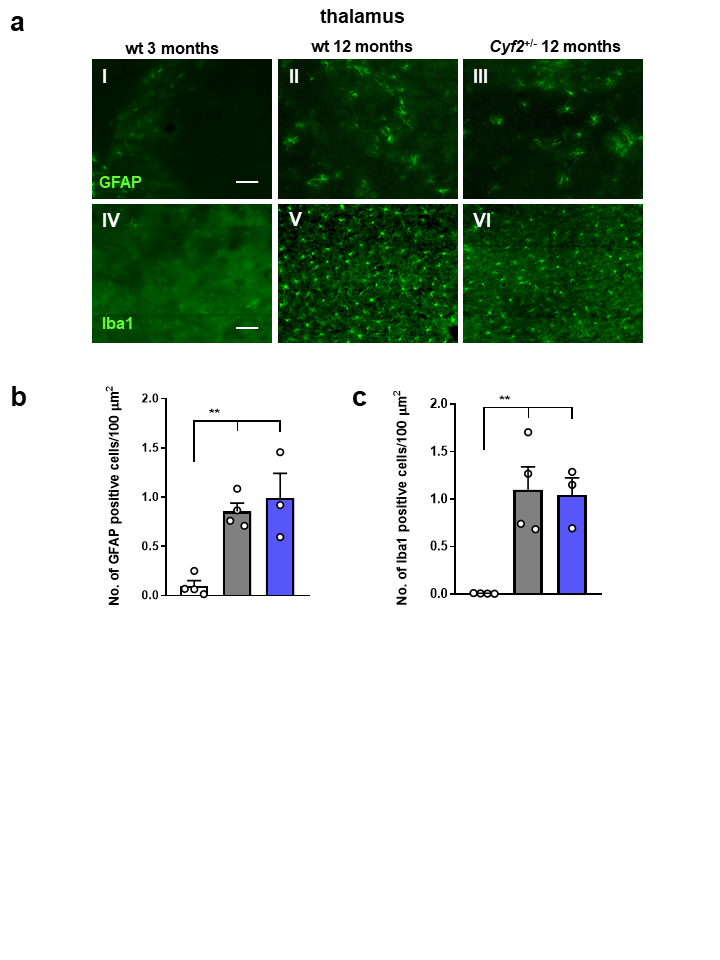

**Supplementary Figure 13. No evidence for thalamic gliosis in *Cyfip2*^+/-^ mice.** **a** Representative images of thalamic regions from wild-type mice at 3 months and 12 months, and *Cyfip2*^+/-^ mice at 12 months, immunohistochemically stained for GFAP (**I-III**) or Iba1 (**IV-VI**). Scale bars are 100 µm. **b** and **c** Quantification of number of GFAP-positive cells (**b**) and number of Iba1-positive microglia (**c**) in the mouse thalamus shows increased numbers of GFAP-positive astrocytes (q=6.07, p<0.01) and Iba1-positive microglia (q=6.54, p<0.01) in 12-month-old wild-type mice compared to 3-month-old wild-type mice, but no further changes in astrocyte and microglial numbers (GFAP q=1.01, p=0.76; Iba1 q=0.31, p=0.97) in the thalamus of 12-month-old *Cyfip2*^+/-^ mice. Data represent mean ± SEM. n=3-4 animals per condition (individual animals shown as white dots). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Supplementary Tables 1-3 provided as Excel files.**

**Supplementary Table 1.** RNA sequencing information of samples used for analysis of total and ribosomal RNAs following Aβ_1-42_ treatment.

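Supplementary Table 1 lists, for each library, the reads before and after trimming, the error rate, the base quality and the GC percentage of its reads. Its clean reads count both ends of each fragment and include reads that were not aligned. By the paper's values, the GC percentage was 46.9 to 49.6% in the 6 ribosome libraries and 50.2 to 50.8% in the 6 total libraries. In the deposited table, between 15079 and 16521 genes were above 0 in a ribosome library and between 16481 and 17076 in a total library.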

**Supplementary Table 2.** Log2 fold changes and corresponding p-values for transcripts showing statistically significant changes in expression between total and ribosomal fractions, under either control conditions or following Aβ_1-42_ exposure. The first two tabs display non-FMRP-binding targets, and the second two tabs display FMRP-binding targets.

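The log2 fold changes and adjusted p-values in Supplementary Table 2 are the paper's, from DESeq, and its genes carry names without the identifiers used in the deposited expression table. The legend of Supplementary Table 2 does not say which fraction is the numerator of the fold change. The legend of Supplementary Fig. 3 has total versus ribosome and that of Fig. 1d ribosome versus total, so the direction stays open. The paper's tabs hold 2631 genes that are not FMRP targets and 349 that are for vehicle, and 3341 and 419 for Aβ. Of the FMRP targets, 329 of 349 in vehicle and 391 of 419 in Aβ have a negative log2 fold change in the paper's tabs. Of the genes that are not FMRP targets, in the part of the paper's tabs read here, 1064 have a negative and 933 a positive log2 fold change in vehicle, and 1061 and 937 in Aβ. For comparison, the genes with an adjusted p under 0.05 between fractions in the deposited FPKM (limma with Benjamini-Hochberg adjustment) made up 32.3% of those tested in vehicle and 41.1% in Aβ.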

**Supplementary Table 3.** Pathway analysis of genes differentially regulated in ribosomes under control conditions and following Aβ_1-42_ exposure.

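Supplementary Table 3 gives, for each Reactome pathway, the number of submitted genes found in it, the size of the pathway, a p-value for that overlap and a false discovery rate over all pathways. A low p-value alone does not account for the number of pathways tested, which the false discovery rate does.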

**Supplementary Table 4.** Table of SNPs in five genes of interest following exclusion of SNPs in high linkage disequilibrium (LD).

| **Gene** | **Chr** | **Start*** | **End*** | **N SNPs before pruning** | **N SNPs after pruning** | **Best SNP** | **Best SNP position** | **Best SNP type** | **Best SNP**  **P-Value** | **Best SNP**  **Q-Value**** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| *MKNK1* | 1 | *4023090* | *47082515* | 205 | 85 | rs1258047 | 47019254T>C | MKNK1-AS1: Intronic  KNCN:2KB Upstream Variant | 0.0001 | 0.075 |
| *MKNK2* | 19 | *2037470* | *2051243* | 144 | 89 | rs60379186 | 2058122A>G | Upstream MNK2 | 0.024 | 0.705 |
| *CYFIP1* | 15 | 22892667 | 23003603 | 675 | 308 | rs190772561 | 22921657C>T | Intronic | 0.006 | 0.705 |
| *CYFIP2* | 5 | *156693091* | *156822606* | 593 | 201 | rs183249859 | 156750164G>C | Intronic | 0.020 | 0.704 |
| *EIF4E* | 4 | *99799607* | *99851786* | 253 | 80 | rs145615497 | 99817301C>G | Intronic | 0.025 | 0.707 |

*Gene coding region (GRCh37/hg19).

**Q-value was obtained using the FDR tools package in R.

How the deposited data were processed for this re-analysis (not part of the article)

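RNA was sequenced from rat primary cortical neurons treated for 24 h with 100 nM Aβ or vehicle, as total cytosolic RNA and as RNA pelleted through a sucrose cushion, with 3 libraries in each of 4 groups. Each library was assigned to its group from its sample title, its labels and Supplementary Table 1, and all 12 columns of the deposited table matched a sample title.

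The authors trimmed the reads, aligned them with TopHat on a Bowtie index, counted fragments on genes with HTSeq in union mode and deposited FPKM, without scaling between libraries and without pooling replicates. The genome build, the annotation version and the strand setting are not named in the paper's text. The deposited table lists 23702 genes by Ensembl rat identifier and 1722 by identifiers of the annotation step. Its last row broke off and was left out, which left 25424 genes. Whether further rows are missing after it is not known, so all counts of genes cover the listed genes only. The authors' own test was DESeq on counts, which are not used here.

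Because HTSeq counts whole fragments, the FPKM of a gene are whole multiples of a step set by transcript length and depth. The relative depths of the libraries were taken from genes seen in at most 6 libraries, and the smallest step under which all values of a gene came within 0.003 of a whole number gave its fragments. For a gene above 0 in few libraries these are the smallest whole numbers that fit, and its true fragments can be a multiple of them. This recovered 18340 genes, including 99.99% of those tested. One common factor then made the transcript lengths whole numbers, for 12148 of the 12149 genes recovered among those tested. It also gave the total that the FPKM of each library were divided by, called its mapped fragments here. The listed genes held 89.6 to 91.2% of these. On simulated values the recovery returned every fragment count for 99.9% of 2916 genes.

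FPKM were divided by median-of-ratios size factors, and log2(scaled FPKM + 1) of the 12150 genes with a mean FPKM of at least 1 was tested with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend, Benjamini-Hochberg adjustment, threshold 0.05). The fractions were compared within each treatment in separate fits of 6 libraries. The interaction of treatment and fraction and the comparisons of Aβ with vehicle came from one fit of 12 libraries. The separation of the fractions by correlation used all 25424 genes and an exact permutation test. Simulated libraries with 200 genes changed between fractions in both treatments and 200 changed in Aβ only, among 12149 genes, were run through the same code. It called 98.5% of the first set in vehicle and 100% in Aβ, and 93.5% of the second set by the interaction. Of these calls, 8.80%, 5.46% and 7.43% were unchanged genes. The simulated dispersion was 0.02. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

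Depth limits weak genes. Mapped fragments ranged from 14.1 M to 20.0 M per library, and counting error alone puts the smallest detectable FPKM of a 2000-base transcript, at 3 fragments, between 0.0749 and 0.107.

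The comparisons, their tests and the following alternatives were set before the data were examined: FPKM as deposited, upper-quartile scaling (75th percentile), a pseudocount of 0.1, no filter, a mean FPKM of at least 5, each library left out, runs of 4 consecutive sample numbers as a replicate block, one fit over 4 groups, eBayes without trend, and an absolute log2 fold change of at least 1. For the correlation the alternatives were linear FPKM, Spearman's rho, the filtered genes and each library left out. The paper describes the RNA sequencing of the total and ribosome-enriched extracts as paired, without saying in its text which libraries form a pair. Taking the runs as the pairs is therefore an assumption. Added after the data were seen were limma with voom weights on the recovered fragments, limma array weights, a block for the runs within each fraction, removal of each library's trend with transcript length, and thinning of all libraries to the lowest depth.

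Genes to be named were planned as those the paper names, those of its leading pathways, the FMRP targets with the largest changes and any gene past the threshold of the interaction. The files do not pair identifiers with names, and 0 identifiers matched the RefSeq gene table of the GRCr8 assembly. No gene is therefore named. For the same reason the share, the shift and the clustering of FMRP targets (Fig. 1e, Fig. 1f, Supplementary Fig. 3) were not computed for the genes called here, and FMRP targets are counted only in the paper's own lists. Identifiers are printed for a few genes picked after their values were seen.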

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

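All tests in this part were chosen after the results were seen. Over 8 measures in each fraction, 16 groups of 6 libraries were searched for a library whose gap to its neighbour, divided by the range of the group, is above Dixon's critical value, which chance gives in 0.8 of 16 groups. It was found in 2, both for vehicle ribosome library 2.

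The mean r of vehicle ribosome library 2 with the other ribosome libraries was 0.978, against 0.985 to 0.988 for those. The SD across genes of its difference from the mean of the other ribosome libraries was 0.57 on the log2 scale, against 0.32 to 0.40. Of the genes tested, 7.93% lay over 1 log2 unit from that mean in this library, against 1.00 to 2.35% in the others. Both measures describe the same departure. Lower depth was tested by thinning all libraries to the same depth, where the gap still made up 0.679 of the range, above Dixon's critical value. Carry-over of total RNA would move the library towards the total libraries, but across genes its deviation correlated at -0.26 with the difference of total over ribosome RNA, so it lay further from total RNA than the other ribosome libraries. Its deviation had a Spearman's rho of -0.179 with transcript length across genes, under the 0.5 set for length bias as the explanation. That threshold lies beyond the rho of the fraction difference itself with length, -0.296 in vehicle. Falling short of it therefore does not exclude a part for length. Its reads had a GC percentage of 49.6% in Supplementary Table 1, the highest of the ribosome libraries, but it exceeded the next by less than the range of the others, and GC per gene was not analysed here. The paper reports a different bead capture for 3 samples without naming them. The departure cannot be told apart from GC content, from a part for length or from that step. A single library gives no biological explanation that could be tested.

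The deposited table lists 897 loci with a mean FPKM of at least 1 that carry an identifier of the annotation step and no Ensembl identifier, which the paper does not discuss. Of these, 253 differed between the fractions in both treatments (limma with Benjamini-Hochberg adjustment), 143 higher and 110 lower in the ribosome fraction in each treatment. This is 28.2% of them, against 28.4% of the genes with an Ensembl identifier. Among the 100 splits that permute the fraction labels within each treatment, 1, the real one, gave as many. At equal depth 240 loci were called, and with each library's length trend removed 287. Their median length was 1673 bases, against 1994 for the other genes, and their median FPKM 2.76 against 13.1. Whether some are pieces of neighbouring genes was not tested, since their positions are not used here, so a difference of fraction cannot be told apart from that of a neighbouring gene.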

How the results depend on the processing

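Voom weights, array weights, the block for runs within each fraction, removal of the length trend and equal depth were chosen after the data were seen. Unless a value shows it below, the cause of a change was not tested. Counts are called changed when they differ by more than 1.5 times.

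The genes differing between fractions numbered 3925 in vehicle, 4993 in Aβ and 3445 in both. They stayed within 1.5 times of these under upper-quartile scaling, FPKM as deposited, a pseudocount of 0.1, a mean FPKM of at least 5, the replicate block, eBayes without trend, voom weights, equal depth and removal of the length trend. Without a filter 2149 genes were called in both. With an absolute log2 fold change of at least 1 the counts were 1599 in vehicle, 1160 in Aβ and 1002 in both. With array weights 8545 genes differed in vehicle, and 8556 with array weights in one fit over 4 groups, where 5441 were called in both. Across the 12 fits that each left out a library, the counts went from 1699 to 5233 in vehicle, from 3020 to 5826 in Aβ and from 1631 to 3956 in both. With a library of the same treatment left out, between 1694 and 3765 of the genes called in vehicle were called again, and between 2998 and 4673 of those called in Aβ. The direction of the calls depended on the scaling. The share of calls higher in the ribosome fraction was 49.2% in vehicle and 47.8% in Aβ. With FPKM as deposited the share was 20.1% (918 genes) and 21.7% (1138 genes). The median log2 fold change of all genes was then -0.30 and -0.23. The share was also lower with an absolute log2 fold change of at least 1. There 556 of 1599 genes in vehicle and 356 of 1160 in Aβ were higher in the ribosome fraction.

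Among the counts of genes differing between fractions, those called in one treatment only moved most as a ratio. Those only in vehicle (480) were 789 without a filter, 294 at a mean FPKM of at least 5, 597 with an absolute log2 fold change of at least 1, 1293 in one fit over 4 groups, 1143 with voom weights in one fit, 3535 with array weights and 3115 with array weights in one fit. Those only in Aβ (1548) were 507 in one fit over 4 groups, 158 with an absolute log2 fold change of at least 1, 591 with voom weights in one fit, 207 with array weights and 252 with array weights in one fit. Leaving out a library gave 68 to 1376 genes only in vehicle and 462 to 3371 only in Aβ. The excess of genes only in Aβ over genes only in vehicle, 1068, was 681 with FPKM as deposited. It reversed to -786 in one fit over 4 groups, -439 with an absolute log2 fold change of at least 1, -552 with voom weights in one fit, -3328 with array weights and -2863 with array weights in one fit. It ranged from -896 to 3303 across the 12 fits without a library, and was negative in 5.

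The interaction of treatment and fraction, and Aβ against vehicle in each fraction, gave 0 genes (84, 178 and 20 at an unadjusted p under 0.05). Chance gives 608 only if the libraries are independent, and libraries of one run deviated together within a fraction. The unadjusted counts moved widely. With array weights they were 883, 852 and 377, and without vehicle ribosome library 10 the interaction gave 606 and the ribosome fraction 1595, each with 0 genes at an adjusted p under 0.05. Across the fits without a library they were 50 to 606, 115 to 1595 and 16 to 39. Without a filter 1 gene passed for the interaction and 1 for total RNA. This is the same gene, ENSRNOG00000035563, named after its values were seen. It is listed at 0 in 9 libraries, and the smallest whole fragments that fit its FPKM in the vehicle total libraries are 2, 3 and 2. Leaving out a library gave 0 to 1 genes for the interaction and for total RNA, and 0 in the ribosome fraction. The 1 comes from the fit without vehicle total library 8 (adjusted p 0.00162 for the interaction and 8.18e-05 for total RNA, limma with Benjamini-Hochberg adjustment). It is a different gene, singled out after its values were seen, which passes the filter, is listed at 0 in 10 of the 12 libraries, vehicle total library 8 among them, and is above 0 in vehicle total libraries 4 and 12. With the runs of sample numbers as a replicate block, the interaction gave 0 genes (90 at an unadjusted p under 0.05), and with a block for the runs within each fraction 0 genes (309 at an unadjusted p under 0.05, and 627 and 102 for the ribosome fraction and total RNA, also with 0 genes at an adjusted p under 0.05). The smallest adjusted p of the interaction under that block was 0.916 (limma with Benjamini-Hochberg adjustment).

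The separation of the fractions by correlation kept its direction and an exact permutation p of 0.0022 in all 15 alternatives, from 0.0121 with Spearman's rho to 0.0671 with linear FPKM. The r of 0.940 between the log2 fold changes of the treatments across genes was 0.914 with a pseudocount of 0.1, 0.923 without a filter, 0.959 at a mean FPKM of at least 5, 0.924 with voom weights and 0.920 with array weights, and 0.903 to 0.940 with a library left out. ENSRNOG00000033299 and ENSRNOG00000008766 kept their direction and an adjusted p under 0.05 in all 108 combinations of gene, treatment and alternative. Both genes were picked for the smallest adjusted p in these same libraries, so this was largely fixed in advance. Their adjusted p was at most 0.0207 from limma with Benjamini-Hochberg adjustment. The combinations under an absolute log2 fold change of at least 1 repeat the values of the separate fits of all libraries.

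The planned results for FMRP targets among the genes called here, and the planned named genes, were not run, because the identifiers are not paired with names. At equal depth, 3877 genes in vehicle and 4877 in Aβ differed between fractions, so the depth differences between libraries moved the counts little.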

Differences from the paper's values

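The paper reports 356 genes only in vehicle, 1136 only in Aβ and 2624 in both, and the tabs of Supplementary Table 2 hold 2980 genes in vehicle and 3760 in Aβ. The counts here were 480, 1548, 3445, 3925 and 4993, which are 1.35, 1.36, 1.31, 1.32 and 1.33 times the paper's, so none differed by more than 1.5 times in the separate fits of all libraries. Under the 21 alternatives set before the data were examined, the fits without a library included, the count differed from the paper's by more than 1.5 times in 15 for genes only in vehicle, 11 for genes only in Aβ, 5 for genes in both, 8 for vehicle and 2 for Aβ. The order of the groups, with most genes in both and fewest only in vehicle, was the paper's in the separate fits of all libraries. More genes were found only in vehicle than only in Aβ in 5 of the 12 fits that left out a library. The same held in 2 other alternatives set before the data were examined, one fit over 4 groups and an absolute log2 fold change of at least 1. Genes only in Aβ outnumbered those in both without vehicle ribosome library 6 (2702 against 2321). They also did so without vehicle total library 4, 8 or 12 (3371 against 1631, 3202 against 1783 and 3225 against 1768).

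The paper proposes that Aβ modulates the binding of specific mRNAs to ribosomes. The direct test of that change, the interaction of treatment and fraction, gave 0 genes (84 at an unadjusted p under 0.05). With 3 libraries in each group its median standard error was 0.26 on the log2 scale, so 0 genes does not show that binding is unchanged. The paper's further evidence from FMRP targets as a set (Fig. 1e, Fig. 1f) was not tested on the genes called here.

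The legend of Supplementary Fig. 2 describes a closer correlation within each fraction. On log2(FPKM + 1) the mean r was also higher within a fraction (0.990) than between fractions (0.969). Every correlation within a fraction exceeded every one across fractions for 10 of the 12 libraries. Aβ ribosome library 9 and vehicle ribosome library 10 each had a higher r with some total libraries than with at least 1 ribosome library. The legend gives FPKM without naming a log scale, and these exceptions were not examined on linear FPKM, where the difference of the means was 0.0671.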

Other observations

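All tests in this part were chosen after the results were seen.

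More genes differed between fractions only in Aβ than only in vehicle, by 1068. In 54 of 100 splits, which were drawn by permuting the treatment labels within each fraction and include the real one, the absolute difference was at least as large, with a median of 1106. It was at least as large in 14 of the 32 splits that divide every run of sample numbers between the groups in both fractions. A candidate explanation is the larger spread among the vehicle libraries, since in one fit that shares the spread the difference became -786. Depth does not account for it, as the difference was 1008 at equal depth, nor does transcript length, as it was 1164 with the length trend removed. The difference fell to 163 without vehicle ribosome library 2, but that library is not the only one it depends on. It was -234 without vehicle ribosome library 10 and 2473 without vehicle ribosome library 6. It was -896, -777 and -743 without Aβ total library 3, 7 or 11. Leaving out any total library lowered the calls of its own treatment, to 3020 to 3175 genes in Aβ and 1699 to 1878 in vehicle. The values without an Aβ total library therefore do not show dependence on a particular library. If Aβ widened the differences between fractions, their size would be larger in Aβ, but the median absolute log2 fold change in Aβ minus that in vehicle was -0.049, with the reservation that a larger spread also raises this median in vehicle. The split into genes found in one treatment only is thus not told apart from what other groupings of the libraries give, and the number of such genes is not a test of a change with Aβ.

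The differences between fractions themselves did not appear in other groupings. Of the 10 splits of the vehicle libraries, 1, the real one, gave as many genes, and likewise 1 of the 10 splits of the Aβ libraries, where 10 splits cannot give a share under 0.1. Of the 100 splits that permute fraction labels in both treatments, 1 gave as many genes in both. With the length trend removed, 3702 genes differed in vehicle and 4866 in Aβ, and 3043 and 4159 of these were among those called before, so length bias does not account for most calls.

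The 0 genes of the interaction were matched or exceeded in 100 of 100 splits, as any count must be, and 88 of 100 splits gave at least the 84 genes found at an unadjusted p under 0.05. Those splits include ones that keep libraries of one run of sample numbers together. Of the 32 splits that divide every run between the groups in both fractions, 8 gave at least 84 genes at an unadjusted p under 0.05, with a range of 50 to 180. With the runs as a block within each fraction, 24 of the 32 gave at least the 309 genes found at an unadjusted p under 0.05, and the count ranged from 207 to 620. For Aβ against vehicle, 10 of the 10 splits of the ribosome libraries and 10 of the 10 splits of the total libraries gave at least the 0 genes found. In the ribosome fraction the real split gave the lowest number of genes at an unadjusted p under 0.05, 178. The 4 splits that divide every run of sample numbers between the groups gave 178 to 355 genes, and the 6 that keep a run together 1211 to 3820, of which 4 gave genes with an adjusted p under 0.05 (1, 6, 11 and 1426 genes, limma with Benjamini-Hochberg adjustment). The differences between runs were therefore larger than those between Aβ and vehicle. In total RNA the corresponding numbers were 20 to 26 and 81 to 227 at an unadjusted p under 0.05.

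Sample numbers run from 1 to 12, and each run of 4 holds 1 library of each group. Neither the paper nor the labels give these runs a meaning, although the paper calls the sequencing of the fractions paired. Within a fraction, the deviations from the group mean of the Aβ and the vehicle library of one run correlated across genes at 0.541 on average in the ribosome libraries and 0.489 in the total libraries, in each fraction the highest of the 6 possible pairings, which chance gives once in 6. A shared preparation or sequencing step within a fraction may explain this. A shared culture would be expected to tie the fractions too, but the run profiles of ribosome and total libraries correlated at -0.0878, the lowest of the 6 pairings. Taking the runs as a block within each fraction brought 0 genes past the threshold of the interaction (309 at an unadjusted p under 0.05), so the spread between runs is not shown to hide such genes. No biological explanation of the runs was tested.

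Shorter transcripts stood higher in the ribosome fraction. Across the genes tested, whose lengths were recovered from the FPKM, the log2 fold change had a Spearman's rho with length of -0.296 in vehicle and -0.254 in Aβ, across genes, which are not independent replicates. The median log2 fold change went from 0.30 in the shortest of 10 length groups in vehicle to -0.35 in the longest, and from 0.23 to -0.27 in Aβ. Depth does not account for it, with a rho of -0.296 in vehicle at equal depth. Within 5 groups by mean expression, the rho of the mean log2 fold change of both treatments was negative throughout, from -0.49 to -0.115. RNA integrity was not tested, since coverage along transcripts is not used here, so the pattern cannot be told apart from it. The rho of the interaction with length was 0.248, which was not tested further.

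With the FPKM as deposited, the median log2 fold change between fractions in vehicle was -0.30. A candidate explanation is that a few genes take a larger share of the fragments in the ribosome fraction. With the 20 genes that hold most fragments in the ribosome libraries left out of the depth, the median became -0.08. Of these 20, 18 are also among the 20 with most fragments in total RNA. The gene with most fragments held 4.54 to 6.58% of a ribosome library and 2.04 to 2.19% of a total library.

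By the paper's own lists, FMRP targets made up 3.09% of the genes the paper found only in vehicle, 7.04% of those only in Aβ and 12.9% of those in both. In Fisher's exact test, two-sided, on these counts of the paper, the odds of being an FMRP target were 2.38 times higher among genes only in Aβ than among those only in vehicle (p = 0.00509) and 0.512 times those of the genes in both (p = 6.96e-08). The genes were selected by the paper on these data. Of the 338 FMRP targets in both of the paper's tabs, 337 have the same sign in both, and their median absolute log2 fold change is 1.23 in vehicle and 1.03 in Aβ. Of the 803 pathways in the paper's Supplementary Table 3, 1 has a false discovery rate under 0.05, with 8 of its 93 entities found and a rate of 0.0119.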
